# Cardiomyocyte-specific conditional knockout of the histone chaperone HIRA in mice results in hypertrophy, sarcolemmal damage and focal replacement fibrosis

**DOI:** 10.1242/dmm.022889

**Published:** 2016-03-01

**Authors:** Nicolas Valenzuela, Qiying Fan, Faisal Fa'ak, Benjamin Soibam, Harika Nagandla, Yu Liu, Robert J. Schwartz, Bradley K. McConnell, M. David Stewart

**Keywords:** HIRA, Heart, H3.3, Cardiomyocyte, Histone

## Abstract

HIRA is the histone chaperone responsible for replication-independent incorporation of histone variant H3.3 within gene bodies and regulatory regions of actively transcribed genes, and within the bivalent promoter regions of developmentally regulated genes. The *HIRA* gene lies within the 22q11.2 deletion syndrome critical region; individuals with this syndrome have multiple congenital heart defects. Because terminally differentiated cardiomyocytes have exited the cell cycle, histone variants should be utilized for the bulk of chromatin remodeling. Thus, HIRA is likely to play an important role in epigenetically defining the cardiac gene expression program. In this study, we determined the consequence of HIRA deficiency in cardiomyocytes *in vivo* by studying the phenotype of cardiomyocyte-specific *Hira* conditional-knockout mice. Loss of HIRA did not perturb heart development, but instead resulted in cardiomyocyte hypertrophy and susceptibility to sarcolemmal damage. Cardiomyocyte degeneration gave way to focal replacement fibrosis and impaired cardiac function. Gene expression was widely altered in *Hira* conditional-knockout hearts. Significantly affected pathways included responses to cellular stress, DNA repair and transcription. Consistent with heart failure, fetal cardiac genes were re-expressed in the *Hira* conditional knockout. Our results suggest that transcriptional regulation by HIRA is crucial for cardiomyocyte homeostasis.

## Abstract (precis)

**Summary:** Deletion of *HIRA*, a gene encoding a histone chaperone that lies within the critical region of 22q11.2 deletion syndrome, alters cardiac gene expression and leads to cardiomyopathy.

## INTRODUCTION

Chromatin assembly, the process by which DNA is assembled into nucleosomes, can be grouped into two classifications. Replication-coupled chromatin assembly occurs during S phase as nucleosomes are removed ahead of the replication fork and reassembled on the newly synthesized DNA. Replication-independent chromatin assembly occurs outside of S phase at sites such as remodeled regulatory regions, gene bodies post-transcription, centromeres and telomeres. Octamers of the canonical core histones (H3, H4, H2A and H2B) are utilized for replication-coupled chromatin assembly, whereas histone variants are utilized for replication-independent chromatin assembly. Synthesis of the canonical core histones occurs in a tight window during S phase, whereas histone variants are produced throughout the cell cycle. For recent reviews, see Burgess and Zhang (2013), Gurard-Levin et al. (2014) and Venkatesh and Workman (2015). For this reason, in terminally differentiated cells, such as cardiomyocytes, which have largely exited the cell cycle, histone variants should be utilized for the bulk of chromatin remodeling (Rai and Adams, 2013).

The histone variant H3.3 is the predominant free H3 isoform available for replication-independent chromatin assembly (Ahmad and Henikoff, 2002a). It differs from canonical histone H3 by only four amino acids, which allows it to be utilized by distinct chaperones for chromatin assembly at unique genomic locations. It is enriched at actively transcribed genic regions, regulatory regions and telomeres to facilitate the development of unique chromatin microenvironments with distinct histone modifications (Ahmad and Henikoff, 2002b; Hamiche and Shuaib, 2013; Schwartz and Ahmad, 2005). HIRA is the histone chaperone responsible for replication-independent incorporation of H3.3 at genic regions. In contrast, H3.3 incorporation at most regulatory regions and telomeres is HIRA-independent (Goldberg et al., 2010; Tagami et al., 2004). Thus, HIRA mutants would specifically affect replication-independent assembly of H3.3 across gene bodies, but not affect H3.3 function at telomeres. Although HIRA does not localize to senescence-associated heterochromatin foci (SAHF) – unique regions of facultative heterochromatin that sequester cell cycle genes in senescent cells (Zhang et al., 2007, 2005) – it is necessary for their assembly. HIRA also facilitates chromatin assembly after double-strand-break repair (Adam et al., 2013).

Clinically, the *HIRA* gene is of interest because it lies within the critical region associated with 22q11.2 deletion syndrome (DiGeorge and velocardiofacial syndromes; OMIM 188400) (Halford et al., 1993). Individuals with the 22q11.2 heterozygous deletion exhibit a wide array of developmental, physiological and behavioral abnormalities (Cohen et al., 1999; Ryan et al., 1997; Schneider et al., 2014). Heart defects include an interrupted aortic arch, conotruncal malformation and tetralogy of Fallot (ventricular-septal defect, pulmonary stenosis, right ventricular hypertrophy and overriding aortic arch) (Carotti et al., 2008; Kobayashi et al., 2013; Momma, 2010).

HIRA epigenetically marks active loci through deposition of H3.3, which is the predominant H3 isoform to be modified by the ‘active’ marks of methyl-K4 and acetylation (Ahmad and Henikoff, 2002b; Goldberg et al., 2010; Tagami et al., 2004). For this reason, HIRA should play a major role in defining the gene expression program of any terminally differentiated cell type. Here, we determined the physiological consequence of HIRA deficiency in a single cell type – the cardiomyocyte. Mammalian cardiomyocytes undergo mitotic arrest shortly after birth (Brodsky et al., 1980; Soonpaa et al., 1996; Walsh et al., 2010). For this reason, the adult mammalian heart has extremely limited capacity to regenerate cardiac muscle lost after injury such as myocardial infarction (Beltrami et al., 2001; Malliaras et al., 2013; Senyo et al., 2014). Thus, all chromatin remodeling in cardiomyocytes is replication-independent and HIRA should play a major role in epigenetically defining the cardiomyocyte gene expression program.

The objective of this study was to determine the consequence of ablating replication-independent incorporation of H3.3 on cardiomyocyte gene expression and heart function *in vivo*. Conditional knockout (CKO) of *Hira* in cardiomyocytes of mice widely altered gene expression, including significant downregulation of genes involved in chromatin biology, transcription and DNA repair; fetal cardiac genes were upregulated. Surprisingly, loss of *Hira* did not perturb heart development, but instead resulted in hypertrophy, subepicardial focal replacement fibrosis and altered cardiovascular function. Our results indicate that transcriptional regulation by HIRA is crucial for cardiomyocyte homeostasis.

## RESULTS

### Confirmation of cardiomyocyte-specific *Hira* CKO using *αMyHC-Cre*

Our genetic cross included the *Rosa26^YFP^* allele. Thus, cells subjected to Cre-induced recombination could be monitored by YFP fluorescence. YFP was absent from wild-type (*αMyHC-Cre*-negative) hearts, but distributed throughout the atria and ventricles of control and *Hira* CKO hearts, both of which were positive for the *αMyHC-Cre* transgene (Fig. S1A-C). The *Hira^flox^* allele contains *loxP* sites flanking exon 4. Elimination of exon 4 from *Hira* mRNA transcripts was tested by reverse transcription PCR using primers flanking exon 4. The wild-type transcript was detected in wild-type and *Hira* CKO hearts. Deleted exon 4 transcripts were only detected in *Hira* CKO hearts (Fig. S1D). These results confirm correct expression of Cre and functionality of the *Hira* CKO allele.

### Loss of HIRA results in focal replacement fibrosis

Based on the crucial role for HIRA in epigenetically marking active loci by deposition of variant histone H3.3, we hypothesized that loss of HIRA would be detrimental to cardiomyocyte gene expression and produce congenital heart defects. To our surprise, heart development proceeded normally in *Hira* CKO mice. We found no evidence for embryonic or neonatal lethality (Table S1). However, examination of *Hira* CKO hearts at 6 weeks and 6 months of age revealed striking white surface scars (Fig. 1A-F). These lesions preferentially localized to the subepicardial region of the ventricular free walls. Histological examination of these macroscopic lesions showed that they contained degenerating cardiomyocytes and a large degree of collagen deposition (Fig. 1G-P). Sparse cardiac troponin-T-positive cardiomyocytes could still be detected within the fibrotic areas (Fig. 1Q-S). Collectively, elimination of HIRA produced a pathology that is consistent with focal replacement fibrosis preferentially localized to the subepicardial myocardium.

**Fig. 1.**
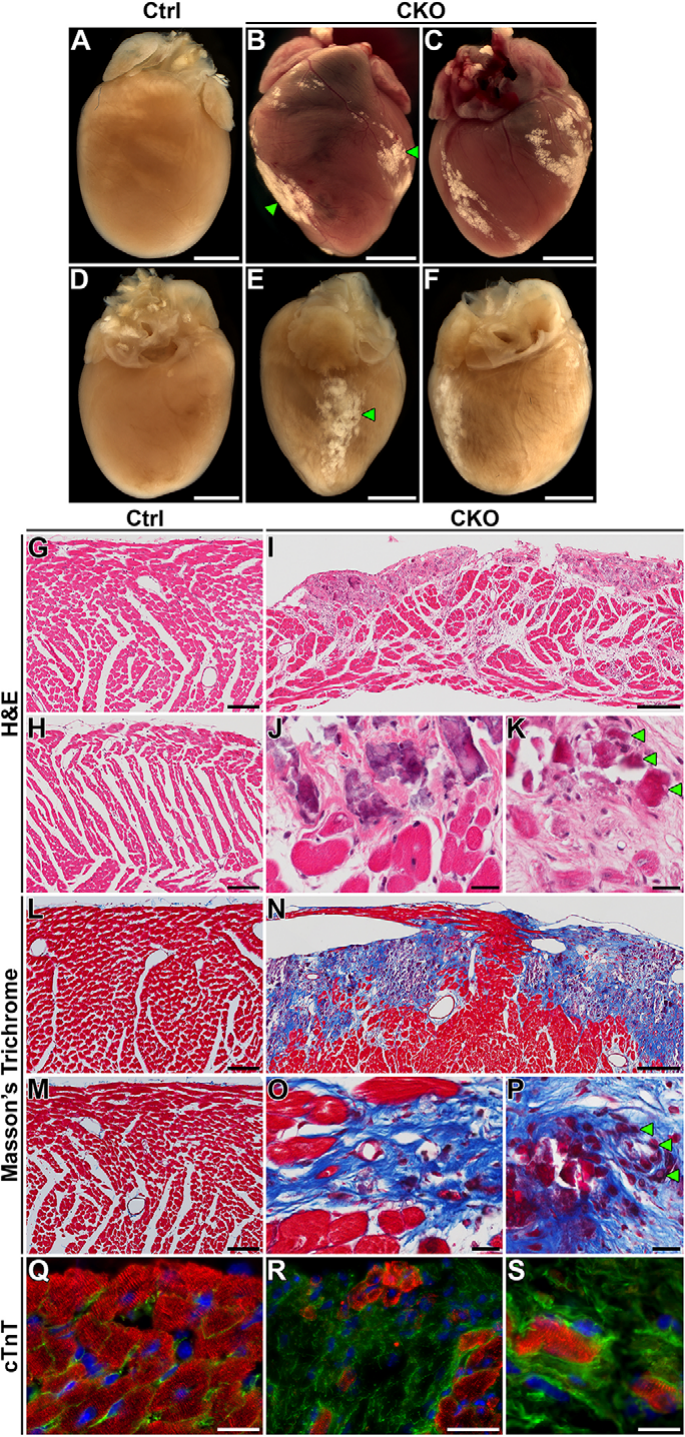
**Loss of HIRA results in focal replacement fibrosis.** (A-F) Stereoimages of whole hearts from 6-month-old mice post-perfusion (A,D-F) or 6-week-old mice without perfusion (B,C). Hearts of control mice (*αMyHC-cre^Tg/+^; Hira^flox/+^*) appeared normal (A,D). Hearts of *Hira* CKO mice (*αMyHC-cre^Tg/+^; Hira^flox/−^*) exhibited visible white scarring on the surface at 6 weeks (B,C) and 6 months (E,F) of age (green arrowheads). (G-K) Ventricular sections from 6-month-old mice stained with H&E. Loss of cardiomyocytes within the surface lesions of *Hira* CKOs were obvious. (L-P) Masson's trichrome-stained ventricular sections from 6-month-old mice. *Hira* CKO hearts exhibited collagen deposition (fibrosis) within the lesion (blue stain). Degenerating cardiomyocytes were apparent throughout the scar (green arrowheads in K and P). (Q-S) Immunofluorescence against cardiac troponin T (cTnT) in 6-week-old hearts, illustrating the presence of cardiomyocytes within the fibrotic lesions [red, cTnT; green, membranes (WGA-488); blue, nuclei (DAPI)]. Scale bars: 2 mm (A-F), 200 µm (I,N), 100 µm (G,H,L,M,Q,R) and 20 µm (J,K,O,P,S). Ctrl, control; CKO, *Hira* conditional knockout.

### Compromised sarcolemmal integrity

The focal replacement fibrosis seemed to be caused by local degeneration of cardiomyocytes. Thus, we assayed for compromised sarcolemmal integrity as an early sign of potential degeneration by uptake of Evans blue dye (EBD). EBD was administered 18 h prior to sacrifice. At 15 days of age, we found no EBD-positive cardiomyocytes in either control or *Hira* CKO hearts (*n*≥6 mice/group) (Fig. 2A-F). By 25 days of age, EBD-positive cardiomyocytes were detectable in four out of five *Hira* CKOs, three of which exhibited visible surface scars on the right ventricle free wall. No EBD-positive cardiomyocytes were detectable in control animals (*n*=10) (Fig. 2G-L). By 6 weeks of age, all (*n*=3) *Hira* CKOs exhibited regions of EBD-positive myocardium, which surrounded the surface scars. Again, no EBD-positive cardiomyocytes were detected in control animals (Fig. 2M-R). These data indicate that cardiomyocyte sarcolemmal integrity becomes compromised in focal subepicardial areas between 15 and 25 days after birth. Sarcolemmal perforation seems to precede cardiomyocyte degeneration and fibrotic scar formation.

**Fig. 2.**
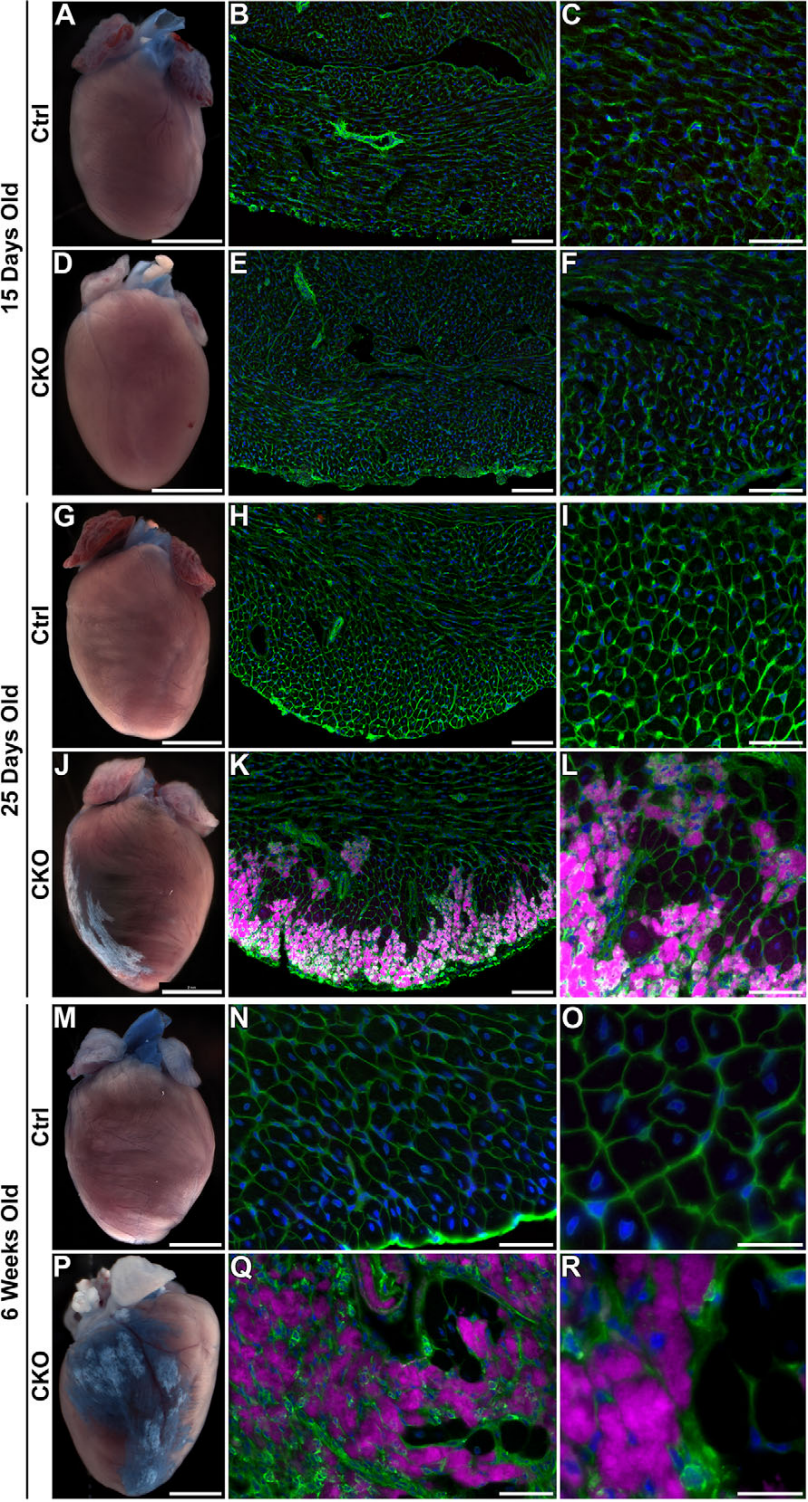
**Compromised sarcolemmal integrity.** Sarcolemmal damage was assayed *in vivo* by uptake of Evans blue dye (EBD). EBD-positive cardiomyocytes were visualized by brightfield stereoimaging and by far-red fluorescence in ventricular cryosections. (A-F) At 15 days of age, no EBD was detectable in the ventricles of control or *Hira* CKO hearts. (G-L) By 25 days of age, visible surface scars were obvious and EBD-positive cardiomyocytes were detectable in *Hira* CKO hearts, but not controls. (M-R) 6-week-old *Hira* CKO mice exhibited EBD-positive cardiomyocytes surrounding the fibrotic lesions. Green, membranes (WGA-488); purple, EBD; blue, nuclei (DAPI). Scale bars: 2 mm (A,D,G,J,M,P), 100 µm (B,E,H,K), 50 µm (C,F,I,L,N,Q) and 20 µm (O,R). Ctrl, control; CKO, *Hira* conditional knockout.

### Impaired cardiac function and hypertrophy

In order to understand whether HIRA affects cardiac function *in vivo*, we performed pressure-volume (P-V) loop measurements on both control and *Hira* CKO mice at 6 months of age. Representative P-V loop results are illustrated in Fig. 3A-D and hemodynamic parameters are reported in Table 1. Compared to control mice, *Hira* CKO mice showed significantly increased arterial elastance (Ea), which is a measure of arterial load. Decreased stroke volume (SV), stroke work (SW) and cardiac output (CO) were also observed in *Hira* CKO mice. The slope of the end-diastolic pressure-volume relationship (EDPVR), which describes diastolic function and the passive properties of the ventricle, was elevated in *Hira* CKO mice with no significant effect to the slope of end-systolic pressure-volume relationship (ESPVR; E_es_/E_max_, end-systolic elastance), which describes the maximal developed ventricular pressure at any given ventricular volume. This indicates an increase in diastolic myocardial stiffness in *Hira* CKO mice. *Hira* CKO mice also exhibited increased dp/dt_max_-EDV (relationship between peak rate of pressure rise and EDV), which describes ventricular contractile performance. Each of these P-V loop hemodynamic parameters, EDPVR, ESPVR and dp/dt_max_–EDV, offer the unique advantage of providing insights into cardiac function that are independent of inherent variables of preload and heart rate, thus providing precise measurements of ventricular performance. Collectively, these data indicate impaired cardiac function in the absence of HIRA.

**Fig. 3.**
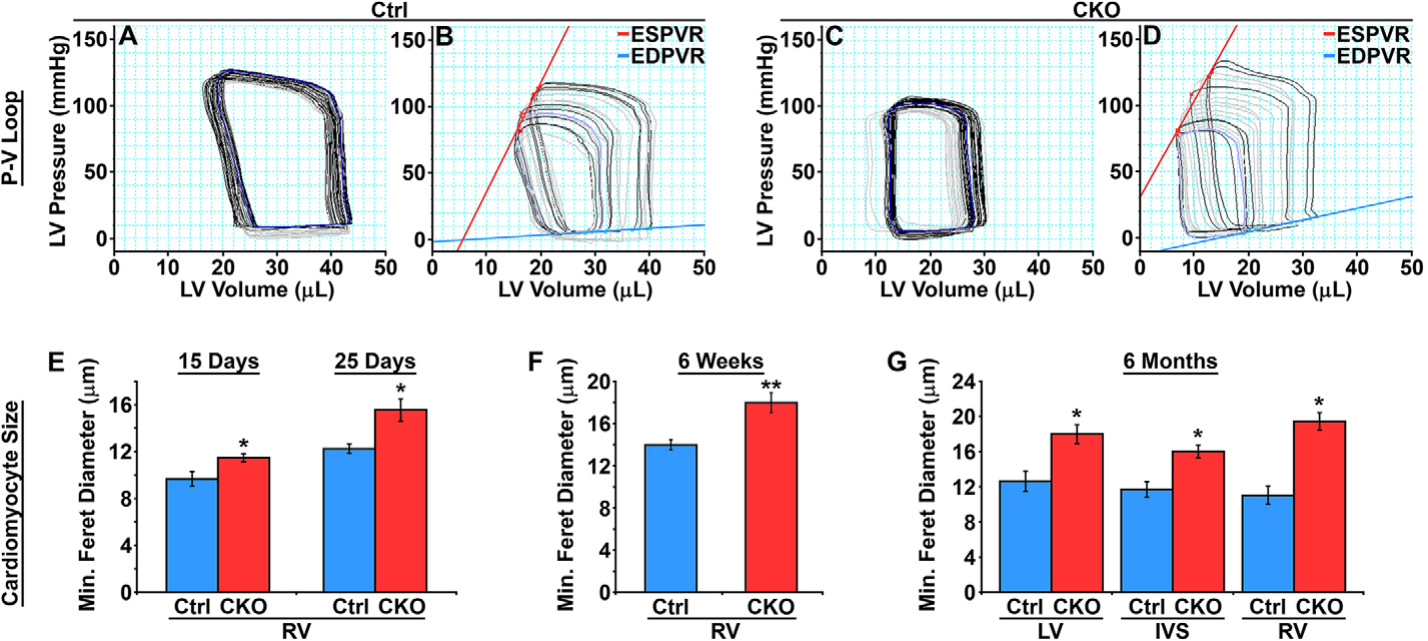
**Impaired cardiac function.** (A-D) *In vivo* assessment of contractility with left-ventricular pressure-volume (P-V) relationships. P-V loops were recorded under baseline conditions (A,C) and during inferior vena cava (IVC) occlusions to decrease the preload (B,D). Representative P-V loops under baseline for control (A) and *Hira* CKO (C), and under IVC occlusions for control (B) and *Hira* CKO (D) mice (*n*=7 mice/group). (E-G) Hypertrophic cardiomyocytes in *Hira* CKO hearts. Cardiomyocyte size was quantified by minimum Feret diameter measurements. (E,G) ANOVA, *P<0.001, *n*≥6 (15 days old) or 5 (25 days and 6 months old). (F) Student's *t*-test, **P<0.01, *n*≥5 animals/group. Ctrl, control; CKO, *Hira* conditional knockout; EDPVR, end-diastolic pressure-volume relationship; ESPVR, end-systolic pressure-volume relationship; IVS, interventricular septum; LV, left ventricle; RV, right ventricle.

**Table 1.**
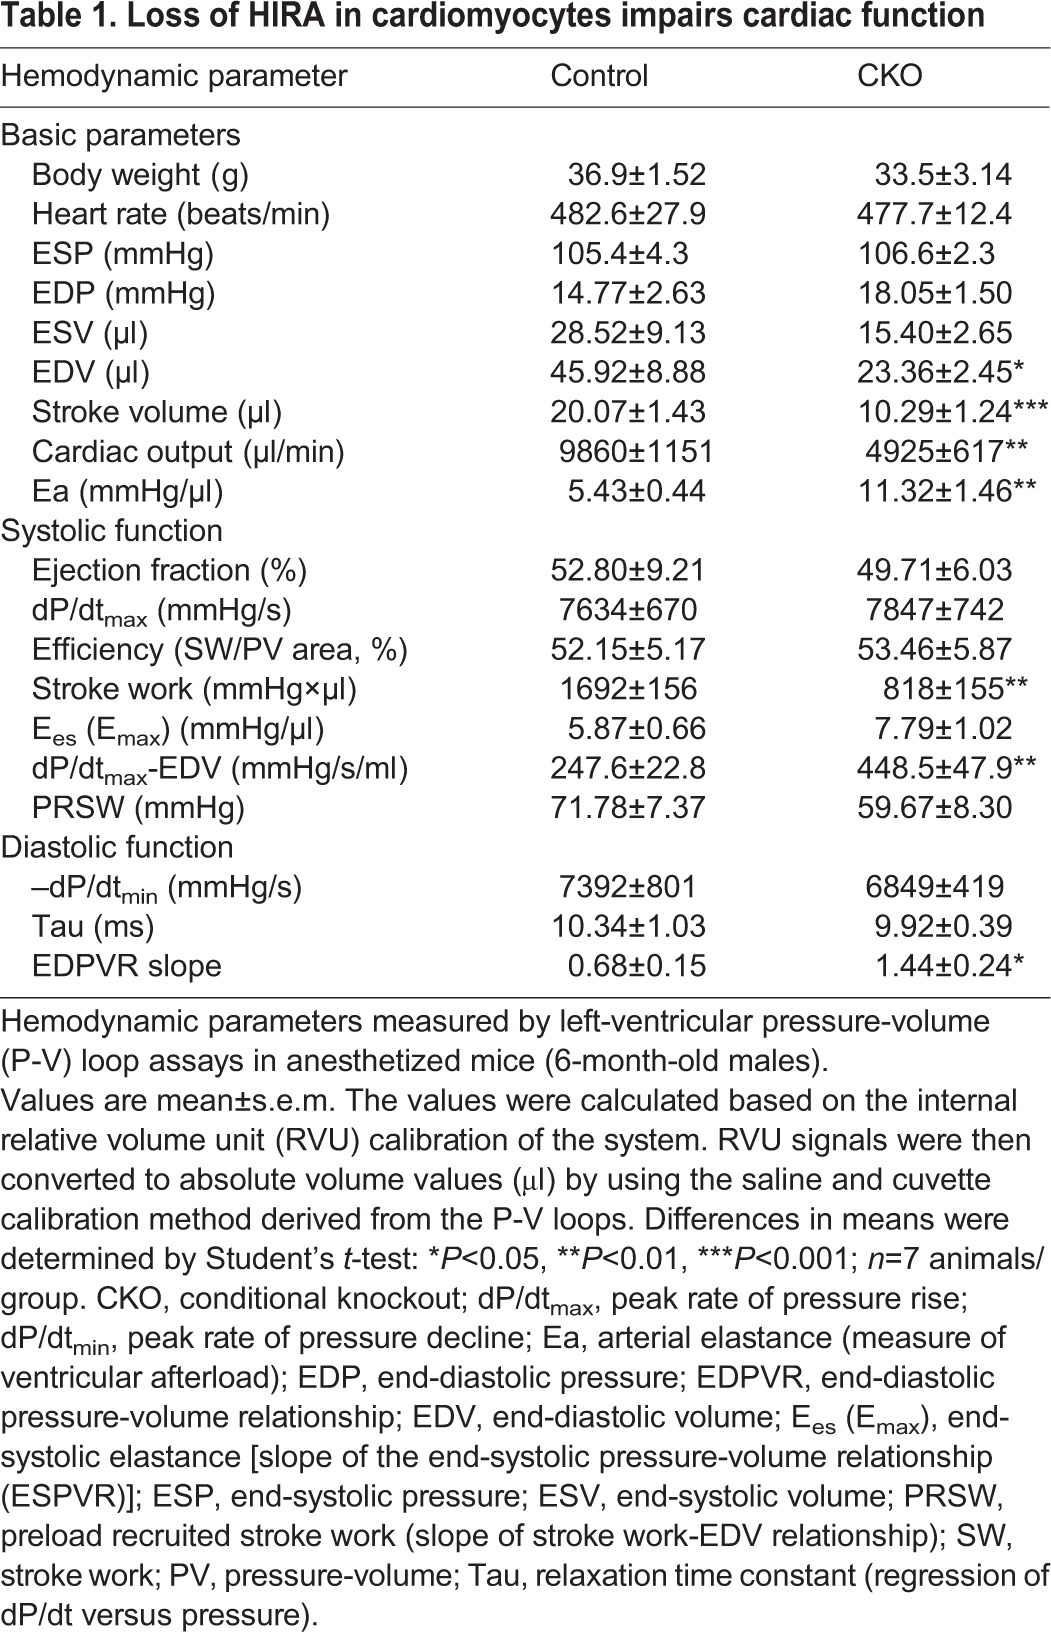
**Loss of HIRA in cardiomyocytes impairs cardiac function**

*Hira* CKO mice also displayed cardiomyocyte hypertrophy as assayed by measuring cardiomyocyte minimum Feret diameter. Hypertrophic cardiomyocytes were detectable in the right ventricle free wall as early as 15 days after birth (Fig. 3E), which is prior to the appearance of sarcolemmal damage. Measurements at 25 days (Fig. 3E), 6 weeks (Fig. 3F) and 6 months (Fig. 3G) of age also revealed hypertrophy. These data indicate that hypertrophy is an early consequence of HIRA deficiency and implicate HIRA in the regulation of the hypertrophic response.

### Loss of HIRA did not cause aberrant proliferation of cardiomyocytes or apoptosis

Several reports have implicated HIRA in cell cycle arrest, senescence and tumor suppression (Hall et al., 2001; Rai et al., 2014; Zhang et al., 2005). For this reason, we tested the idea that loss of HIRA led to aberrant activation of the cell cycle in cardiomyocytes. To this end, we treated 6-week-old mice with BrdU 4 h prior to sacrifice and assayed cell proliferation by anti-BrdU immunofluorescence. The results of this assay revealed zero BrdU-positive cardiomyocytes in both control and *Hira* CKO hearts. The only BrdU-positive cells were interstitial cells and cells within the fibrotic lesions (Fig. S2A-C). Neonatal (postnatal day 2) ventricular myocardium was used as a positive control for proliferating cardiomyocytes (Fig. S2D).

Next, we tested the idea that cardiomyocyte degeneration was the consequence of apoptosis. Apoptosis was assayed by TUNEL in 6-week-old mice. These data revealed zero TUNEL-positive cardiomyocytes in either control or *Hira* CKO hearts. The only TUNEL-positive cells were interstitial cells and a few cells within the fibrotic scars (Fig. S2E-G). Thus, loss of HIRA did not promote cardiomyocyte apoptosis.

### Effect of HIRA deficiency on the cardiac transcriptome

HIRA is best known for its role in epigenetically marking transcribed genes through replication-independent assembly of nucleosomes containing variant histone H3.3. Thus, we hypothesized that HIRA plays an important role in defining the cardiac transcriptome. To determine the consequence of HIRA deficiency on cardiac gene expression, we compared gene expression in control and *Hira* CKO hearts at 6 weeks of age by microarray using mRNA extracted from non-scarred free-wall left-ventricular tissues. 

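RNA was taken at 6 weeks of age from the left ventricular free wall, away from scars, of 4 control mice and 4 Hira CKO mice. Control mice carried the αMyHC-cre transgene and 1 floxed Hira allele, and Hira CKO mice carried the transgene with 1 floxed and 1 deleted allele. Each RNA was hybridized to 3 single-colour MouseOne Array Plus arrays, giving 24 arrays. The mouse was taken as the replicate (n = 4 per group), and the 3 arrays of a mouse were averaged, since they are technical replicates.
The authors deposited linear probe intensities after median scaling, and every array had the same median intensity of 513.2. A fall or rise of transcription in all genes alike would therefore not be visible in these values. Dim probes were the least certain: between 0 and 2429 of the 26423 probes of an array lay below 0, and the 5th percentile of intensity was 43 ± 8.61 (SD, n = 4) in control and 23.8 ± 10.1 (SD, n = 4) in Hira CKO mice (2-sided exact permutation test, p = 0.0571). Values under 1 were raised to 1 before log2. A single gene symbol was held by 20377 probes, which stood for 17742 genes, and the brightest probe of each gene was used. The groups were compared with limma on log2 intensity with Benjamini-Hochberg adjustment over the 17742 genes, and a gene was called higher or lower at an adjusted p under 0.05. Gene lists were tested with limma's camera, which asks whether a list moves more than the other genes, adjusted over the 52 lists with at least 5 members on the array. The gene lists, the comparison of the groups and the rule for naming genes were fixed before the data were examined.
Hira itself, the deleted gene, was dim on these arrays. In control mice 6706, 6299, 6675 and 6497 its intensity was 209.7, 206.9, 252.1 and 256.3, and in Hira CKO mice 6300, 6499, 6672 and 6707 it was 229.9, 207.5, 200.8 and 168. The log2 fold change was −0.20 (standard error 0.13, adjusted p = 0.282 from limma). The position of the probe relative to the deleted part of Hira is not given in the sources used here, and the tissue holds other cells than cardiomyocytes, so this value does not check the genotype. Myh6, Myh7, Nkx2-5, Dsg2, Adra1a and Hsp90aa1 had no probe under their name in the annotation used here and were not analysed.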

Appropriate grouping of control and *Hira* CKO data was confirmed by principal component analysis (PCA) and clustering analyses (Fig. S3). 

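Control and Hira CKO mice separated on the first principal component of the log2 intensities of all 17742 genes, which held 53.6% of the variance. The 4 control mice lay between −38.6 and −24.9 on it and the 4 Hira CKO mice between −1.71 and 54.8 (2-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The second component held 15% of the variance and did not separate the groups (p = 0.371 from the same exact test). Hierarchical clustering of the 8 mice into 2 clusters put 0 mice outside the cluster of their own group. After quantile normalization the first component held 45.9% of the variance, with control mice between −29.2 and −21.1 and Hira CKO mice between 18.3 and 28.2.
The 24 arrays taken singly were less clear over all genes. Their first component held 54.6% of the variance, with control arrays between −95.6 and 93 and Hira CKO arrays between −38 and 173. The second held 10.7%, with control arrays between −49.3 and −1.2 and Hira CKO arrays between −8.68 and 33.6. The 2 clusters of arrays did not follow the groups. Either way of matching clusters to groups left 12 of the 24 arrays outside, the most this count can reach. The median Pearson correlation of log2 intensities across genes was 0.989 over 24 pairs of arrays of 1 mouse, 0.984 over 108 pairs from 2 mice of 1 group and 0.977 over 144 pairs of a control and a Hira CKO mouse.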

A heat map of all differentially expressed genes is presented in Fig. S3B. 

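Genes with little signal in control ventricle were among those that rose most without HIRA. Of the 12 genes named for the largest rises among called genes whose groups did not overlap, Psca had an intensity of 287.8 ± 65.7 (SD, n = 4) in control and 26960 ± 8253 (SD, n = 4) in Hira CKO mice, a log2 fold change of 6.54 (standard error 0.23, adjusted p = 2.25e-06 from limma). Tnnt1, the slow skeletal muscle form of troponin T, went from 3270 ± 249.9 to 95551 ± 11830 (SD, n = 4 each), a log2 fold change of 4.86 (standard error 0.11, adjusted p = 2.89e-07 from limma). Nefm, a neurofilament chain, rose by 5.06, the cadherin gene Cdh16 by 4.66, the homeobox gene Dlx5 by 4.03 and Spp1, which encodes osteopontin, by 3.77 on the log2 scale. Among the 12 genes named for the largest falls, the sodium channel gene Scn4a went from an intensity of 914.4 to a dim 64.43, the sodium channel gene Scn4b fell by 2.95, Kcnd3, which encodes the potassium channel Kv4.3, fell by 2.58, and Casq1, a calcium-binding protein of the sarcoplasmic reticulum, fell by 2.60 on the log2 scale (adjusted p from 4.79e-05 to 0.00145, limma). Dusp18, Lrrc8d and Gabra6, also among these 12, were at or near background in Hira CKO mice, and Dusp18 gave signal on 3 of 12 control arrays only.
In all, 876 genes were higher and 1712 were lower in Hira CKO than in control mice, so that 33.9% of the called genes were higher (95% exact binomial interval 32% to 35.7%, which covers counting error only, and 20.4% to 46.3% with 1 mouse left out). After quantile normalization across arrays 1293 genes were higher and 1010 were lower, 56.1% higher (54.1% to 58.2%), and 871 higher and 914 lower genes were called both ways. The median log2 fold change over all genes was −0.14 as deposited and −0.01 after quantile normalization. The 4 Hira CKO mice all lay above or all below the 4 control mice in 4147 genes, 23.4% of those tested, against the 2.86% that chance gives, and this held for 856 of the higher and 1583 of the lower genes. At the thresholds of the methods, an absolute log2 fold change of at least 1 and an unadjusted p under 0.05, 181 genes were higher and 687 were lower, and 211 were higher and 109 lower after quantile normalization. The methods' second criterion, with no log2 fold change and an intensity difference of at least 1000, took in 1 gene, Dusp18. With 1 mouse left out, 434 to 917 genes were higher and 503 to 3569 lower at the adjusted p, the fewest without control mouse 6675 and the most without Hira CKO mouse 6300.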

Loss of HIRA resulted in the upregulation of 269 genes and downregulation of 128 genes. Gene ontology analysis of downregulated transcripts revealed the most significantly affected biological processes to be those related to responses to cellular stress, chromatin metabolism and transcriptional regulation. 

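Of 153 measured genes of chromatin modification and remodelling, 16 were lower, 4 were higher and 133 did not pass the test, and the same numbers were lower and higher when adjusted over the list alone. Sirt3, a mitochondrial deacetylase, fell by 0.74 on the log2 scale (standard error 0.08, adjusted p = 0.00138 from limma) and Smarca5, the ATPase of ISWI remodelling complexes, by 0.65 (adjusted p = 0.00515), while the histone methyltransferase genes Setd7 and Nsd1 rose by 0.65 and 0.56. Of 12 measured genes of the HIRA complex and the histone H3.3 machinery, the histone chaperone gene Asf1b rose by 1.15 (adjusted p = 0.00206), Chaf1a, a subunit of chromatin assembly factor 1, fell by 0.42 (adjusted p = 0.0277) and 10 did not pass the test. When adjusted over the list alone, 1 was higher and 1 was lower.
Of 86 measured genes of the RNA polymerase II transcription machinery, 4 were lower, 3 were higher and 79 did not pass the test (3 lower and 1 higher when adjusted over the list alone). After quantile normalization 3 were lower and 5 higher. The elongation factor gene Tcea3 fell by 0.86 and the TFIID subunit genes Taf5 and Taf1 by 0.62 and 0.52, whereas Med22 had a log2 fold change of 0.39 at its brightest probe and −0.02 as the mean of its 3 probes. Among 50 heat shock proteins and chaperones, Hspb2 fell by 0.77 and Hspa14 by 0.38, Hsp90ab1 rose, and 47 did not pass the test (1 lower and 0 higher when adjusted over the list alone). Among 35 genes of the unfolded protein response, Ppp1r15a rose by 0.48 and Sdf2l1 by 0.56, Derl1 fell by 0.51, and 32 did not pass the test (1 higher and 1 lower when adjusted over the list alone). After quantile normalization 4 were higher and 2 lower. None of these 5 lists shifted as a whole in camera, with adjusted p = 0.623 for chromatin modification, 0.548 for the HIRA complex, 0.95 for the RNA polymerase II machinery, 0.548 for heat shock proteins and 0.275 for the unfolded protein response. After quantile normalization the lowest of these was 0.0649, for chromatin modification.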

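Single genes of translation rose and others fell. Of 63 measured translation factors and tRNA synthetases, 3 were higher, 1 was lower and 59 did not pass the test (2 higher and 1 lower when adjusted over the list alone). After quantile normalization 8 were higher and 1 was lower. Lars, which encodes leucyl-tRNA synthetase, rose from an intensity of 23124 ± 2547 to 166000 ± 16830 (SD, n = 4 each), a log2 fold change of 2.84 (standard error 0.12, adjusted p = 7.83e-06 from limma). The translation initiation factor gene Eif4a1 rose by 0.56 and the poly(A)-binding protein gene Pabpc1 by 0.43, and Eif5b fell by 0.66. Of 38 measured cytoplasmic ribosomal proteins, Rpl35a and Fau rose by 0.59 and 0.53, Rpl3l, a form of ribosomal protein L3 found in heart and skeletal muscle, fell by 1.73 (adjusted p = 0.000147), Rps3a1 and Rpsa fell as well, and 33 did not pass the test, with the same numbers when adjusted over the list alone. Rps3a1 and Rpsa were dim, and their calls were lost after quantile normalization (adjusted p = 0.117 and 0.522). That normalization gave 5 higher and 2 lower ribosomal protein genes.
Both lists shifted upward in camera, that is, relative to the other genes (adjusted p = 0.0281 for translation factors and 0.0293 for ribosomal proteins). With an estimated correlation the adjusted p was 0.925 for each. Their median log2 fold changes were 0.0008 and 0.10, beside −0.14 for all genes. Both calls were lost after quantile normalization (adjusted p = 0.0649 and 0.132). Of the 35 ways to divide the 8 mice into groups of 4, 10 gave as small a p for translation factors and 11 for ribosomal proteins. In cell proliferation, 1 of 53 measured genes was higher, the cyclin gene Ccnd2 with a rise of 0.83, and 1 was lower, the dim mitotic kinase gene Ttk (1 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.82). Among 59 genes of the actin cytoskeleton, Acta2 and the profilin gene Pfn1 were higher, Msn, Tmsb4x and Cnn2 were lower and 54 did not pass the test, with the same numbers when adjusted over the list alone (camera adjusted p = 0.773). After quantile normalization the calls for Ttk (adjusted p = 0.259), Tmsb4x (0.118), Msn (0.0702) and Cnn2 (0.0711) were lost, leaving 2 higher and 0 lower actin cytoskeleton genes.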

Fewer gene ontology terms were associated with upregulated genes, with little in common between the terms (Table 2). In broad terms, the results of our gene expression profiling suggested that cardiomyocyte degeneration and cardiomyopathy were either due to impaired stress responses or misregulation of transcription.

**Table 2.**
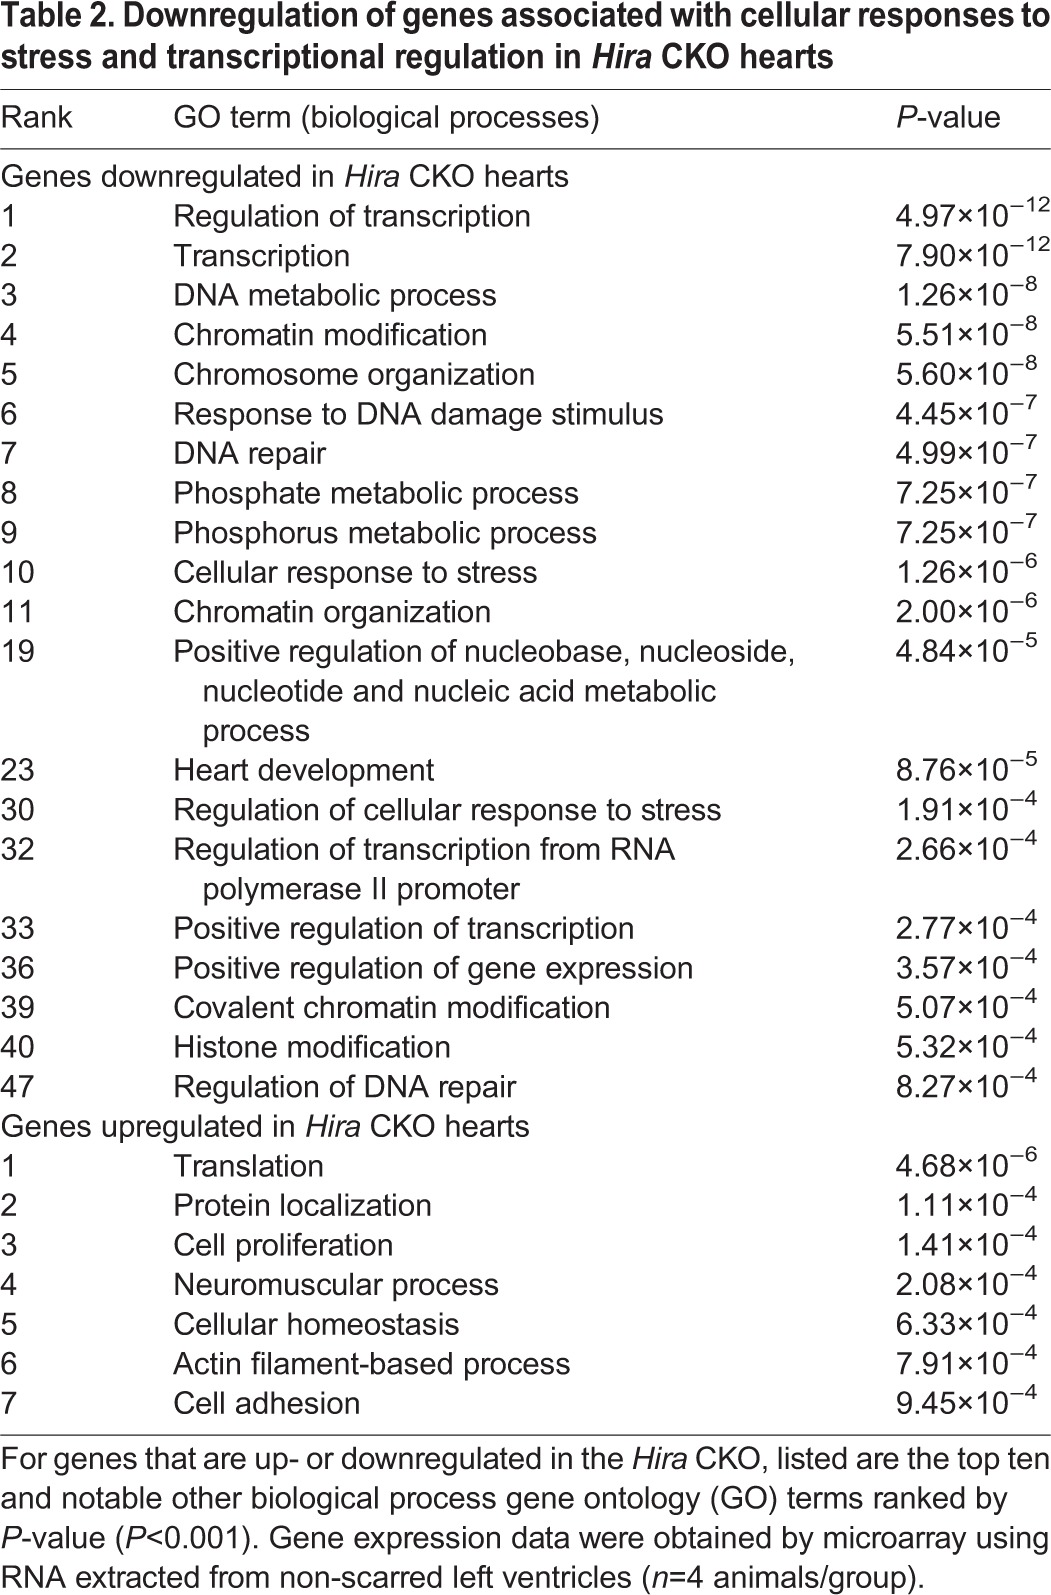
**Downregulation of genes associated with cellular responses to stress and transcriptional regulation in *Hira* CKO hearts**

We specifically interrogated the microarray results for genes associated with striated muscle (Fig. S4). 

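Among 44 measured cardiac transcription factors, 2 were higher in Hira CKO hearts, 4 were lower and 38 did not pass the test, with the same numbers when adjusted over the list alone. After quantile normalization 4 were higher and 4 lower. Hopx, a homeodomain-only protein gene expressed in developing and adult heart, rose from an intensity of 135070 ± 2423 to 225660 ± 11040 (SD, n = 4 each), a log2 fold change of 0.74 (standard error 0.08, adjusted p = 0.00108 from limma), and Esrrb rose as well. Tbx5 fell by 0.72, Rxra by 0.83 and Tead1 by 0.46 on the log2 scale (adjusted p from 0.00226 to 0.0155), and Irx4 was also lower. Tbx2 was dim, at 175.6 ± 27.4 (SD, n = 4) in control and 223.2 ± 35.5 (SD, n = 4) in Hira CKO mice. Its log2 fold change was 0.35 (standard error 0.14, unadjusted p = 0.0382, adjusted p = 0.117 from limma), and it passed the test after quantile normalization (0.45, adjusted p = 0.045).
Of 33 measured sarcomere genes, 3 were higher, 3 were lower and 27 did not pass the test (3 higher and 4 lower when adjusted over the list alone). Ankrd1, a stress-responsive titin-binding protein gene, rose by 1.64 (adjusted p = 0.000304), Lmod3, an actin filament nucleator, by 0.68 (adjusted p = 0.0261), and Ankrd2 was higher too. Neb, which encodes nebulin, fell by 0.83 and the ubiquitin ligase gene Trim63 by 0.64, and Csrp3 was the third gene that was lower. Neither list shifted as a whole (camera adjusted p = 0.95 for cardiac transcription factors and 0.134 for sarcomere genes).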

Several developmental transcription factors and contractile proteins were upregulated, including *Nkx2-5*, *Tbx2* and *Myh7/β-MyHC*. Notable downregulated genes included cardiac transcriptional regulators (*Zfpm2*, *Hand2*, *Taz*, *Csrp3*, *Mef2d* and *Chd7*), myofibril assembly factors (*Ttn* and *Tcap*) and adrenergic α1 receptors (*Adra1a* and *Adra1b*).

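Adra1b, an adrenergic α1 receptor gene, fell from an intensity of 638.5 ± 63.8 (SD, n = 4) in control to 267.3 ± 60.5 (SD, n = 4) in Hira CKO mice, a log2 fold change of −1.28 (standard error 0.16, adjusted p = 0.00243 from limma), with all 4 Hira CKO mice below all 4 control mice. Csrp3, a LIM protein of the cardiomyocyte Z-disc, fell from 230230 ± 11590 to 170840 ± 18270 (SD, n = 4 each), a log2 fold change of −0.43 (standard error 0.10, adjusted p = 0.0261 from limma). The call for Csrp3 was lost with cyclic loess normalization. With 1 mouse left out it held only without control mouse 6299 or Hira CKO mouse 6300 or 6499. The other 7 measured genes had lower means in Hira CKO mice but did not pass the test. Their log2 fold changes were −0.60 for Hand2, −0.57 for Tcap, −0.48 for Taz, −0.40 for Mef2d, −0.26 for Zfpm2, −0.20 for Chd7 and −0.18 for Ttn, with adjusted p from 0.0924 to 0.237. Taz is the symbol of tafazzin in the annotation used here, and the paper's Taz can also stand for Wwtr1. Thus all 9 measured genes had a lower mean, 6 of them at an unadjusted p under 0.05 and 2 when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same arrays. The list was lower in camera (adjusted p = 0.0431), with adjusted p = 0.536 with an estimated correlation, and 5 of the 35 ways to divide the mice gave as small a p.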

The *Hira* CKO phenotype is similar to that reported for desmin (*Des*) knockout mice, which exhibit subepicardial fibrosis that predominantly localizes to the free wall of the right ventricle (Thornell et al., 1997). For this reason we specifically looked for alterations in expression of desmosome- or intermediate-filament-associated genes (Fig. S5). Expression of *Des* was unaffected. 

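Des, which encodes the muscle intermediate filament desmin, had an intensity of 74956 ± 2909 (SD, n = 4) in control and 74494 ± 9175 (SD, n = 4) in Hira CKO mice. The log2 fold change was −0.02 (standard error 0.10, adjusted p = 0.926 from limma), with a 95% interval from −0.25 to 0.22.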

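Of the desmosome and intermediate filament genes that the study links to cardiomyopathy, Pkp2 and Dst fell and Pkp1 and Gja1 rose in Hira CKO hearts. Pkp2, which encodes the desmosomal protein plakophilin 2, went from an intensity of 15616 ± 2184 in control to 11498 ± 894.8 in Hira CKO mice (SD, n = 4 each), a log2 fold change of −0.43 (standard error 0.12, adjusted p = 0.0421 from limma), and Dst, which encodes dystonin, had a log2 fold change of −0.47 (standard error 0.13, adjusted p = 0.0452). Pkp1 went from 1142 ± 60.4 to 1558 ± 123 (SD, n = 4 each), a log2 fold change of 0.45 (standard error 0.09, adjusted p = 0.017 from limma), and Gja1, the gap junction gene for connexin 43, had a log2 fold change of 0.43 (standard error 0.12, adjusted p = 0.0468). Jup, the gene for plakoglobin, had a log2 fold change of −0.39 (adjusted p = 0.0519). Dsg1a, Ctnna1, Vcl and Pkp4 had log2 fold changes of 0.27, 0.24, 0.14 and 0.10 and did not pass the test (adjusted p from 0.106 to 0.482). The call for Pkp2 was lost after quantile normalization (adjusted p = 0.0615), while Dsg1a was then called (0.36, adjusted p = 0.0207). With 1 mouse left out, Pkp2 was called in 2 of 8 fits and Dst and Gja1 in 1 each. The methods' t-test on mice called none of these 3, and Gja1 was lost with neighbouring mice as a block (adjusted p = 0.0877).
The 6 measured genes Pkp1, Dsg1a, Pkp4, Vcl, Gja1 and Ctnna1 were higher as a list (camera adjusted p = 0.0035, and adjusted p = 0.258 with an estimated correlation), with 2 higher when adjusted over the list alone. Pkp2, Dst and Jup were all lower when adjusted over their list alone. The study chose both lists on these arrays, so they are not independent evidence of a change. The paper gives each of these genes the opposite direction, and no setting that was run turned the direction found here. Over a wider list of 33 measured genes of desmosomes, adherens junctions and costameres, 2 were higher, 4 were lower and 27 did not pass the test (2 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.95). After quantile normalization 4 were higher and 2 lower. Ctnna3, the gene for αT-catenin, fell by 0.59, and Lims1 and Itga7, of integrin adhesion, fell too, the call for Itga7 being lost after quantile normalization (adjusted p = 0.0875).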

Upregulated genes linked to cardiomyopathy included *Pkp2*, *Dst*, *Dsg2* and *Jup*; downregulated genes included *Pkp1*, *Dsg1a*, *Pkp4*, *Vcl*, *Gja1* and *Ctnna1*.

### Reduced expression of DNA repair genes, but no evidence for increased DNA damage

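Of 187 measured DNA repair genes, 13 were lower in Hira CKO hearts, 7 were higher and 167 did not pass the test (7 lower and 4 higher when adjusted over the list alone). Poln, a translesion DNA polymerase gene, rose by 1.11 on the log2 scale (standard error 0.12, adjusted p = 0.00138 from limma). Pole, the catalytic subunit of DNA polymerase ε, fell by 0.77 (adjusted p = 0.00928), the ubiquitin-conjugating enzyme gene Ube2b by 0.60 (adjusted p = 0.0159) and Trp53bp1, of the double-strand break response, by 0.45 (adjusted p = 0.0165). By mean alone, 133 of the 187 genes were lower and 54 were higher, with a median log2 fold change of −0.09 for the list beside −0.14 for all genes. As a list, DNA repair genes did not shift against the other genes (camera adjusted p = 0.95). After quantile normalization 11 were lower and 10 were higher, and camera gave an adjusted p of 0.322.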

The results of our gene expression profiling showed broad misregulation of DNA repair genes, with 90 genes downregulated and 45 upregulated in the *Hira* CKO (Fig. S6). Thus, we tested whether *Hira* CKO mice exhibited increased DNA damage by immunolocalization of γ-H2A.X. A low level of γ-H2A.X immunoreactivity was detectable in all cardiomyocytes of both control and *Hira* CKO mice (Fig. S2H,I). *Hira* CKO hearts displayed some γ-H2A.X-positive nuclei within the scar regions (Fig. S2J). Based on morphology, these γ-H2A.X-positive cells were not cardiomyocytes. As mentioned above, we did not detect any TUNEL-positive cardiomyocyte nuclei in the *Hira* CKO either (Fig. S2E-G). In summary, although loss of HIRA caused misregulation of many genes associated with DNA repair, we found no evidence for increased DNA damage in the *Hira* CKO.

### Minor evidence for increased oxidative stress

Loss of HIRA resulted in the misregulation of many genes associated with the oxidative stress response (Fig. S7). Thus, we tested for signs of increased oxidative stress in *Hira* CKO cardiomyocytes at 6 weeks of age. 

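Of 105 measured genes of the oxidative stress response, 8 were lower in Hira CKO hearts, 7 were higher and 90 did not pass the test (9 lower and 7 higher when adjusted over the list alone). Nqo1, a quinone reductase gene, fell from an intensity of 2885 ± 438 to 796 ± 250 (SD, n = 4 each), a log2 fold change of −1.90 (standard error 0.20, adjusted p = 0.00109 from limma), and the aldehyde dehydrogenase gene Aldh2 fell by 0.68 (adjusted p = 0.012). Gsta4, a glutathione transferase gene, rose by 1.09 (adjusted p = 0.00199), and Ddah1, which degrades an inhibitor of nitric oxide synthase, by 0.76 (adjusted p = 0.00509). Sod2, the mitochondrial superoxide dismutase gene, had a log2 fold change of −0.08 (standard error 0.105, adjusted p = 0.627). The list did not shift as a whole (camera adjusted p = 0.553), and after quantile normalization 7 of its genes were lower and 10 were higher.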

Mitochondrial content, as assayed by nicotinamide dehydrogenase tetrazolium reductase (NADH-TR) oxidative staining, was equivalent throughout the ventricular walls and septum of control and *Hira* CKO mice (Fig. 4A-D). However, NADH-TR staining was notably absent from scar regions owing to degeneration of cardiomyocytes and focal replacement fibrosis in these regions (Fig. 4B,D). Western blots were performed to test protein levels of manganese superoxide dismutase (MnSOD), which is normally upregulated in response to oxidative stress. To our surprise, MnSOD levels were equivalent between control free-wall right ventricle and non-scarred *Hira* CKO left ventricle, but significantly reduced in scar-containing *Hira* CKO free-wall right ventricle (Fig. 4E). Reduced MnSOD in scar regions is likely due to cardiomyocyte degeneration and focal replacement fibrosis, but could also signal an impaired response to oxidative stress.

**Fig. 4.**
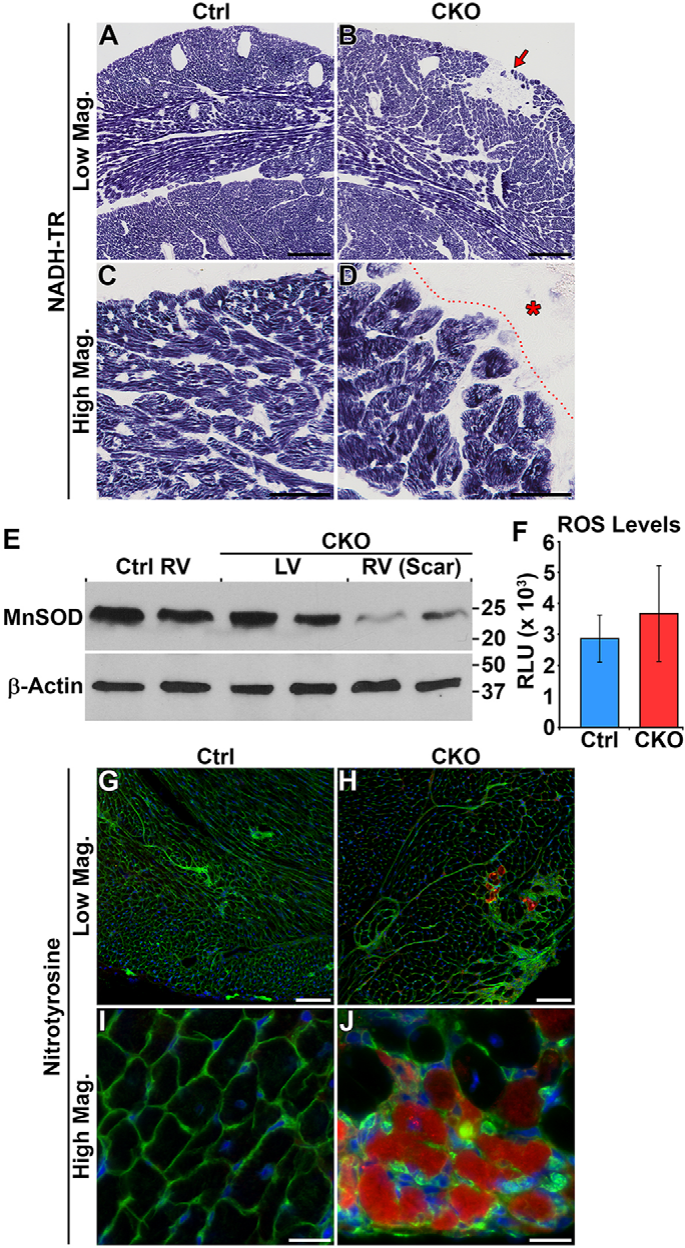
**Minor evidence for increased oxidative stress.** (A-D) NADH-TR staining. Mitochondrial content was equivalent throughout the free wall of the right ventricle and septum for both control and *Hira* CKO mice (A,B). Oxidative staining was notably absent from scar regions (red arrow in B, red asterisk in D). *n*=6 mice/group. The dotted line in D demarcates the border of the scar. (E) Western blot for manganese superoxide dismutase (MnSOD), an indicator of cellular response to oxidative stress. Each lane contains protein extract from an individual animal. MnSOD protein levels were equivalent between control right ventricle and *Hira* CKO left ventricle, but reduced in *Hira* CKO right ventricle, which harbored the scar regions. (F) There was no difference in ventricular ROS accumulation as determined by conversion of 2′,7′-dichlorodihydrofluorescein to 2′7′-dichlorofluorescein. *n*=3 mice/group. (G-J) Immunofluorescence for nitrotyrosine. Nitrotyrosine-positive cardiomyocytes (red) were absent from control hearts (G,I). Two out of six *Hira* CKO hearts exhibited small patches of nitrotyrosine-positive cardiomyocytes (H,J). *n*=6 mice/group. Green, membranes (WGA-488); blue, nuclei (DAPI). Scale bars: 200 µm (A,B), 50 µm (C,D,G,H) and 20 µm (I,J). Ctrl, control; CKO, *Hira* conditional knockout; Mag, magnification; RLU, relative light units; ROS, reactive oxygen species; RV, right ventricle; LV, left ventricle.

Next, we assayed accumulation of reactive oxygen species (ROS) by conversion of nonfluorescent 2′,7′-dichlorodihydrofluorescein to fluorescent 2′7′-dichlorofluorescein using whole-cell extracts from non-scarred ventricular tissues (right and left combined). These data revealed no difference in ROS content between control and *Hira* CKO hearts (Fig. 4F). Next, we indirectly tested for elevated ROS by immunolocalization of 3-nitrotyrosine, a stable end-product of oxidation by reactive nitrogen species. Nitrotyrosine-positive cardiomyocytes were completely absent from control hearts (Fig. 4G,I). A few small patches of nitrotyrosine-positive cardiomyocytes were detected in two out of six *Hira* CKO hearts, usually in proximity to fibrotic areas (Fig. 4H,J). Collectively, these data indicate altered expression of oxidative stress genes in the *Hira* CKO, but very minor increases in ROS content. Thus, cardiomyocyte degeneration in the *Hira* CKO is unlikely to be caused by increased oxidative stress.

### Re-expression of fetal cardiac genes

The fetal cardiac gene program is normally silenced shortly after birth, but is re-expressed during heart failure (Dirkx et al., 2013). Thus, we tested whether loss of HIRA promoted fetal gene expression. As expected, control hearts exhibited little to no smooth-muscle α-actin- or β-MyHC-positive cardiomyocytes (Fig. 5A,B,F,G). In contrast, *Hira* CKO hearts exhibited widespread smooth-muscle α-actin-positive cardiomyocytes (Fig. 5C-E) and focal regions of β-MyHC-positive cardiomyocytes (Fig. 5H-J). Quantification of these results is presented in Fig. 5K,L. At the mRNA level, *Hira* CKO hearts exhibited reduced expression of *α-MyHC*(*Myh6*) and increased expression of *β-MyHC *(*Myh7*)** (Fig. 5M,N). 

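The natriuretic peptide genes Nppa and Nppb, the pacemaker channel gene Hcn2, the smooth-muscle α-actin gene Acta2 and the heat shock protein gene Hsp90ab1 rose in Hira CKO hearts. Nppa went from an intensity of 109920 ± 24630 (SD, n = 4) in control to 359440 ± 13940 (SD, n = 4) in Hira CKO mice, a log2 fold change of 1.74 (standard error 0.16, adjusted p = 0.000479 from limma). Nppb went from 35191 ± 18180 to 155270 ± 35870 (SD, n = 4 each), a log2 fold change of 2.24 (standard error 0.31, adjusted p = 0.00353), and Hcn2 rose by 2.14 (adjusted p = 0.000304), Acta2 by 0.87 (adjusted p = 0.0166) and Hsp90ab1 by 0.30 (adjusted p = 0.0444). In each of these 5 genes all 4 Hira CKO mice lay above all 4 control mice. Acta1, the skeletal α-actin gene, had a log2 fold change of 0.90 with a wide spread (standard error 0.50, adjusted p = 0.219), and Cacna1i, Cacna1g, Vcan and Ezr had log2 fold changes of 0.35, 0.31, 0.21 and 0.14 (adjusted p from 0.106 to 0.437).

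**Figure D1:**
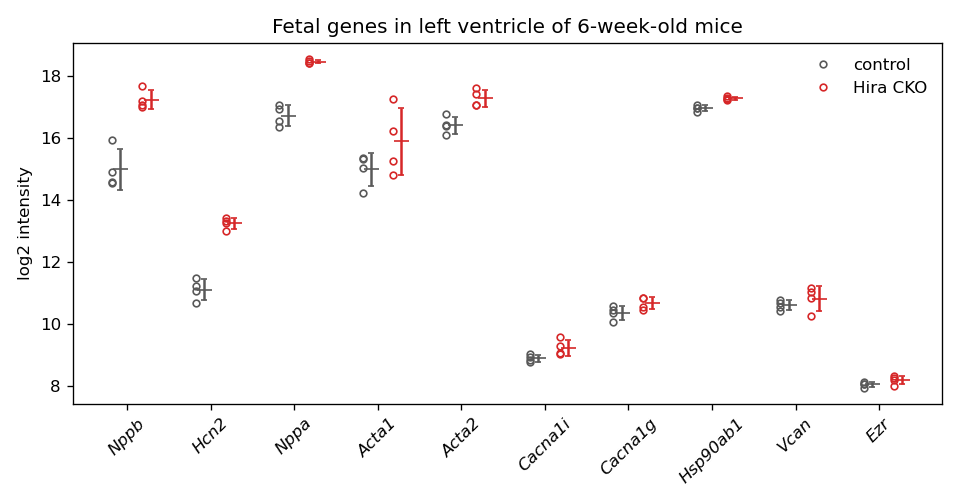
Log2 intensity (y axis) of the 10 measured fetal genes of Fig. 5O (x axis) in control (grey) and Hira CKO (red) mice. Each circle is 1 mouse, the mean of 3 arrays, and each bar with whiskers is the mean ± SD of 4 mice. Nppb, Hcn2 and Nppa have the largest rises.

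All 10 measured genes had a higher mean in Hira CKO mice, 6 of them at an unadjusted p under 0.05 and 5 at the adjusted p, also when adjusted over the list alone. The study chose these genes on the same arrays, so the list is not independent evidence of its direction. The list was higher in camera (adjusted p = 1.18e-07, and adjusted p = 0.0405 with an estimated correlation). A wider list of fetal and heart failure genes, which shares Nppa, Nppb, Acta1, Acta2, Hcn2 and Cacna1g with it, had 10 of 21 measured genes higher and 1 lower (11 higher and 2 lower when adjusted over the list alone, camera adjusted p = 1.53e-09, and adjusted p = 0.0405 with an estimated correlation). Tnni1, the slow skeletal troponin I of fetal heart, rose by 0.85 (adjusted p = 0.00192), and Hcn4, near background in Hira CKO mice, was called lower, as it was after quantile normalization (adjusted p = 0.0354 and 0.0313), with no fold change given. Of 18 measured smooth muscle and pericyte markers, Acta2 alone was higher and 0 were lower (1 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.493). The call for Hsp90ab1 was lost after quantile normalization (adjusted p = 0.0533), in every fit with 1 mouse left out and with neighbouring mice as a block. Without control mouse 6675, 3 of the 10 genes were called.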

Microarray results showed expression of most heart-failure-associated fetal genes to be higher in the *Hira* CKO (Fig. 5O). These results support the idea that HIRA is necessary for correct transcriptional regulation in cardiomyocytes, perturbation of which results in heart failure.

**Fig. 5.**
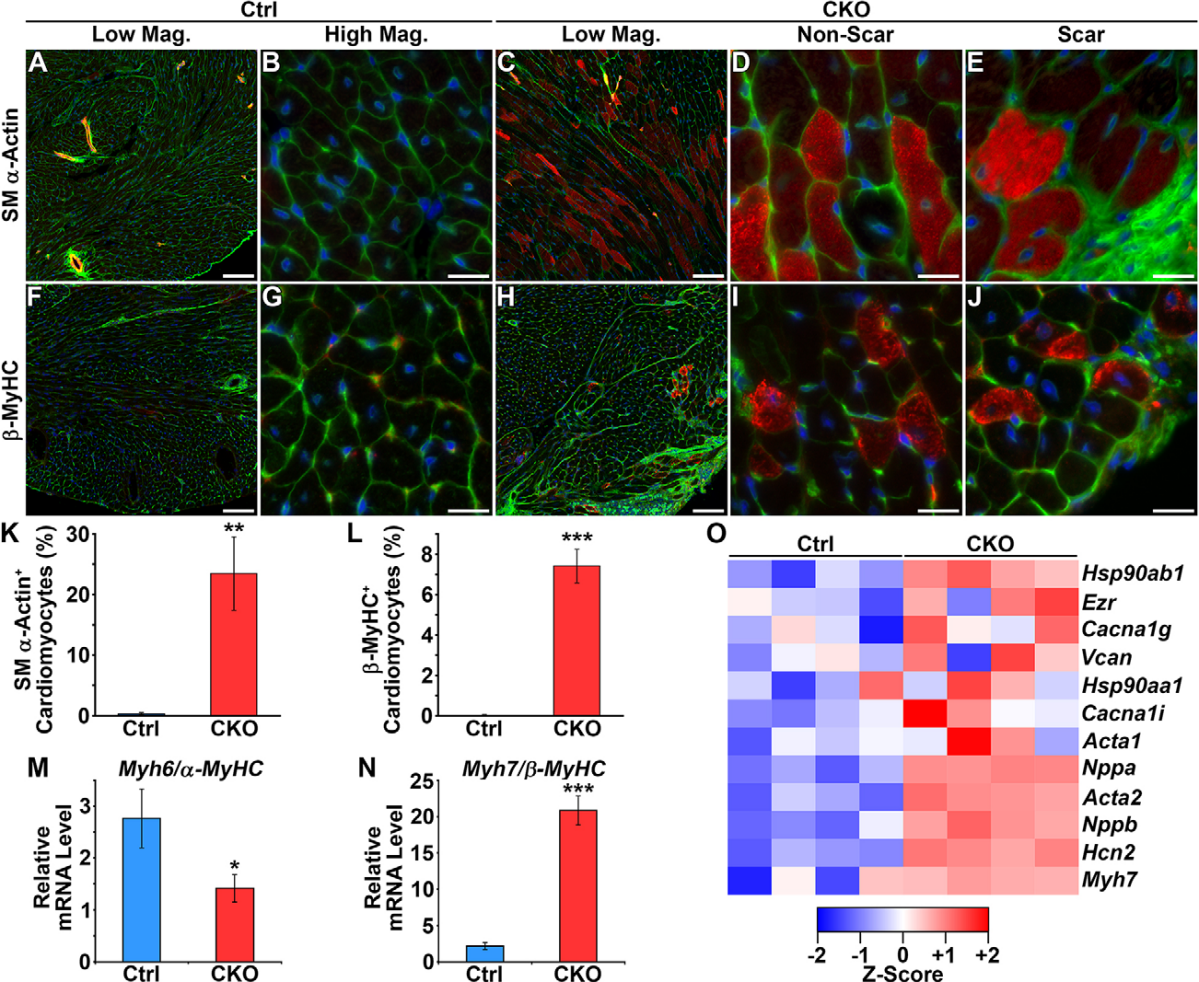
**Re-expression of fetal cardiac genes.** (A-E) Immunofluorescence for smooth-muscle α-actin. Smooth-muscle α-actin (red) was absent from control hearts (A,B), but expressed in *Hira* CKO cardiomyocytes (C-E). (F-J) Immunofluorescence for β-myosin heavy chain (β-MyHC). β-MyHC (red) was absent from control hearts (F,G), but expressed in *Hira* CKO cardiomyocytes (H-J). Green, membranes (WGA-488); blue, nuclei (DAPI). (K) 23.5% of *Hira* CKO cardiomyocytes were positive for smooth-muscle α-actin. (L) 7.4% of *Hira* CKO cardiomyocytes were positive for β-MyHC. (M,N) Real-time PCR gene expression assays. *Myh6* (α-MyHC) expression was reduced and *Myh7* (β-MyHC) expression was increased in *Hira* CKO hearts. For all assays, *n*=6 mice/group. Student's *t*-test; *P<0.05, **P<0.01, ***P<0.001. (O) Upregulation of fetal cardiac genes in *Hira* CKO hearts as determined by microarray (*n*=4 mice/group; *P*<0.05). Color key indicates log2 fold-change. Scale bars: 100 µm (A,C,F,H) and 20 µm (B,D,E,G,I,J). Ctrl, control; CKO, *Hira* conditional knockout; SM, smooth muscle; MyHC, myosin heavy chain; Mag, magnification.

## DISCUSSION

Individuals with 22q11.2 deletion syndrome (DiGeorge and velocardiofacial syndromes) are heterozygous for a genomic deletion that includes the *HIRA* gene. This syndrome affects one in 4000 births, equally affecting males and females (Devriendt et al., 1998). *HIRA* falls within the smaller critical 1.5 Mb region that is deleted in 10% of cases (Carlson et al., 1997). Thus, *HIRA* is a candidate for contributing to the symptoms of the disease. Loss of the *HIRA* gene is widely used for cytogenetic testing by fluorescent *in situ* hybridization (Rauch et al., 2005; Wozniak et al., 2010). Heart defects resulting from 22q11.2 include an interrupted aortic arch, conotruncal heart malformations and tetralogy of Fallot. In chick embryos, knockdown of *Hira* in the neural crest causes persistent truncus arteriosus (Farrell et al., 1999). Although *Hira* heterozygous mice are phenotypically normal with no apparent congenital heart defects, cardiomyopathy and heart failure resulting from total loss of HIRA in cardiomyocytes gives insight into the pathways affected by reduction in HIRA in individuals with 22q11.2. Such individuals might be susceptible to hypertrophy, sarcolemmal damage and focal replacement fibrosis if an additional mutation occurred in the remaining *HIRA* allele or in a gene in a HIRA-interacting pathway.

The earliest abnormality resulting from loss of *HIRA* that we found was cardiomyocyte hypertrophy, detectable by postnatal day 15. Hypertrophy preceded sarcolemmal damage, which was first seen at postnatal day 25. These data indicate that HIRA might inhibit the hypertrophic response. Thus, individuals harboring the 22q11.2 deletion might be susceptible to hypertrophy, not just owing to pulmonary stenosis, but due to intrinsic cardiomyocyte defects. These data prompted us to question whether HIRA expression is reduced in hypertrophic or heart-failure conditions. We searched public gene expression datasets, but found no evidence for alterations in *HIRA* mRNA levels. However, we cannot discount the notion that HIRA protein levels might be reduced in these models. A recent report illustrated that HIRA protein levels can vary independently of mRNA (Majumder et al., 2015).

*Hira* CKO cardiomyocytes are susceptible to compromised sarcolemmal integrity. This was evident in EBD uptake assays. EBD-positive cardiomyocytes surrounded fibrotic areas, but were also present in small patches free from fibrosis. It seems that sarcolemmal damage precedes degeneration and these foci of EBD-positive cardiomyocytes represent regions that will eventually develop focal replacement fibrosis. Sarcolemmal permeability impairs excitation-contraction coupling, which could lead to all of the pathological characteristics of the *Hira* CKO phenotype, including cardiomyocyte hypertrophy, degeneration, fibrosis and heart failure.

Based on the known cellular processes for which HIRA's functions are important, there are several potential mechanisms underlying heart failure in the *Hira* CKO. Because HIRA is responsible for H3.3 deposition at actively transcribed loci, effectively epigenetically marking active genes, loss of HIRA could impair cardiac gene expression by lowering transcription of all genes actively transcribed by RNA polymerase II. However, our microarray data do not support this idea because more genes were upregulated than downregulated. These results argue against general reduced transcription as the sole cause of cardiomyopathy in the absence of HIRA. However, because HIRA is widely utilized for transcriptional regulation and H3.3 enrichment occurs not just at active genes, but also at developmentally regulated silenced genes (Goldberg et al., 2010), HIRA deficiency could both positively and negatively affect gene expression in a context-dependent manner. This idea fits with the results of our microarray, in which a large set of genes was upregulated and a large set of genes was downregulated. It is also possible that genes are not expressed or repressed to the correct degree. Additionally, transcriptional responses to intracellular signaling pathways might be muted in the absence of HIRA. In addition to transcribed regions, HIRA also remodels chromatin with H3.3-containing nucleosomes at some regulatory regions. 

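The excess of lower over higher genes was largest among dim probes. Among the dimmest 4436 genes, with mean intensities of 3.52 to 158, 44 genes were higher and 730 were lower in Hira CKO mice, and the median log2 fold change was −0.46. The next 4435 genes, up to 1030, held 296 higher and 314 lower, the 4435 above them 326 and 285, and the brightest 4436, from 5000 upward, 210 and 383, with median log2 fold changes of −0.04, −0.05 and −0.09. Bright genes on both sides included Nppa and Ankrd1, which rose, and Rpl3l and the succinate dehydrogenase gene Sdhb, which fell.

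**Figure D2:**
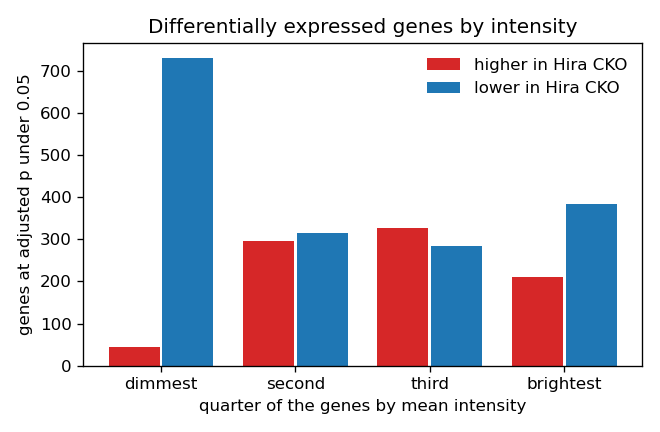
Number of genes higher (red) and lower (blue) in Hira CKO than in control mice at an adjusted p under 0.05 (y axis), in 4 groups of the 17742 genes by mean intensity (x axis). The excess of lower genes is largest in the dimmest group.

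With cyclic loess normalization 1267 genes were higher and 866 lower, 59.4% higher (95% exact binomial interval 57.3% to 61.5%, for counting error only). With the probes below the median intensity left out, 44.7% of the called genes were higher. From the larger number of upregulated genes, the paper reasons against a general reduction of transcription as the sole cause of the cardiomyopathy, and it proposes that loss of HIRA affects gene expression in both directions depending on the context.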

H3.3 at these regions is thought to provide a dynamic chromatin environment, which increases accessibility to trans-acting factors (Banaszynski et al., 2013). Therefore, loss of HIRA could negatively impact transcriptional regulation by trans-acting factors at specific cardiac genes. Indeed, we found re-expression of the fetal gene program in the *Hira* CKO, increased TGFβ pathway genes and decreased expression of α1 adrenergic receptors, all of which contribute to pathological remodeling.

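Of 54 measured genes of the TGFβ pathway, 7 were higher in Hira CKO hearts, 7 were lower and 40 did not pass the test (8 higher and 7 lower when adjusted over the list alone). After quantile normalization 8 were higher and 6 lower. Tgfb3, a TGFβ ligand gene, rose from an intensity of 3213 ± 192 to 6404 ± 795 (SD, n = 4 each), a log2 fold change of 0.99 (standard error 0.11, adjusted p = 0.00142 from limma), and Fst, whose product follistatin binds activins, rose by 1.82 (adjusted p = 2.48e-05). Tgfb1 fell by 0.69 (adjusted p = 0.00805) and Fstl3, a relative of follistatin, by 0.88 (adjusted p = 0.00798). The list did not shift as a whole (camera adjusted p = 0.569). Of 14 measured adrenergic receptor and coupling genes, Adra1b was the 1 that was lower and 0 were higher, also when adjusted over the list alone (camera adjusted p = 0.95).
Of 50 measured fibroblast and matrix markers, 6 were higher in the same hearts, 1 was lower and 43 did not pass the test, with the same numbers when adjusted over the list alone. Timp1, an inhibitor of matrix metalloproteinases, rose by 1.72 (adjusted p = 0.00509), Thbs4, a matrix glycoprotein of injured heart, by 1.02 (adjusted p = 0.0189) and Cthrc1, a gene of collagen-producing fibroblasts, by 1.00 (adjusted p = 0.0045). The list was higher in camera (adjusted p = 4.54e-05), with adjusted p = 0.458 with an estimated correlation, and 4 of the 35 ways to divide the mice gave as small a p.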

Loss of HIRA does not completely ablate H3.3 incorporation in all cases. For example, H3.3 incorporation at the *Runx1* enhancer was not completely lost in *Hira*-null embryonic stem (ES) cells (Majumder et al., 2015). Thus, in addition to HIRA, other factors contribute to replication-independent H3.3 assembly. It remains to be determined to what extent H3.3 incorporation was disrupted in *Hira* CKO cardiomyocytes. Intriguingly, HIRA is also necessary for the nuclear localization of RUNX1 (Majumder et al., 2015). This observation opens the possibility that some cardiac transcription factors might not have proper access to their target genes in *Hira* CKO cardiomyocytes.

HIRA is required for transcription recovery after DNA damage repair by depositing H3.3 into newly assembled chromatin (Adam et al., 2013). Thus, cardiomyocyte degeneration in the *Hira* CKO could be the result of failed transcription restart after DNA repair. However, we did not strictly observe downregulation of gene expression, which would indicate impaired transcription restart. We found no evidence for increased DNA damage in *Hira* CKO cardiomyocytes by immunolocalization of γ-H2A.X or TUNEL assays; however, many genes in the DNA repair pathway were misregulated (Fig. S6). Thus, HIRA might be necessary for efficient regulation of DNA repair genes in response to insults such as oxidative stress.

Cardiomyocytes are subject to a high degree of oxidative stress, which is a leading cause of cardiac injury (Victorino et al., 2015). Failure to appropriately respond to oxidative stress presumably would cause cardiomyocyte degeneration as observed in the *Hira* CKO. As would be expected for localized oxidative-stress-induced damage, *Hira* CKO fibrotic lesions were located in isolated subepicardial patches, rather than evenly dispersed throughout the myocardium. Expression of oxidative-stress response genes was widely altered in the *Hira* CKO (Fig. S7), supporting the idea that loss of HIRA impaired these pathways. However, we found little evidence for increased ROS levels in the *Hira* CKO. ROS assays showed no effect of HIRA loss, but small patches of nitrotyrosine-positive cardiomyocytes were observed in some *Hira* CKO hearts in the vicinity of the scar. MnSOD protein levels, an indicator of the oxidative stress response, were decreased in the region of the right ventricle harboring the surface lesion. Decreased MnSOD protein could be the result of cardiomyocyte death, which in turn would result in fewer mitochondria and less MnSOD. However, this explanation is unlikely to account for the great decrease in MnSOD protein detected by western blot. In western blots, MnSOD levels in the area containing the lesion were reduced by at least 80%. In contrast, the volume of the focal fibrosis accounted for no more than 10% of the tissue used for protein extraction. Furthermore, NADH-TR stains revealed equivalent oxidative stain intensity in cardiomyocytes near to or away from the lesions. Thus, cardiomyocytes in the vicinity of the lesion do not have significantly fewer mitochondria. Collectively, these data suggest that the oxidative stress response is impaired in the absence of HIRA even though ROS levels are not significantly elevated.

The focal replacement fibrosis observed in the *Hira* CKO is similar to that reported for *Des* knockout mice. *Des-*null mice exhibit lesions on the exterior of the heart, most prominently toward the epicardium on the free wall of the right ventricle (Thornell et al., 1997). These lesions lack NADH-TR activity, similar to the *Hira* CKO. Like *Hira* CKO mice, *Des* knockouts exhibit compromised systolic function and increased fetal cardiac gene expression (Milner et al., 1999). An interesting similarity between these two genetic models is the observation that, although each of these genes was deleted in all cardiomyocytes, pathology preferentially manifests in the subepicardial region of the right ventricle. *Mdx* mice also acquire impaired cardiac function accompanied by fibrosis primarily in the free wall of the right ventricle (Meyers and Townsend, 2015). These observations suggest that cardiomyocytes in the right ventricle free wall are highly susceptible to stress-induced degeneration.

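Of 23 measured genes of intermediate filaments, their linkers and the nuclear lamina, 2 were higher in Hira CKO hearts, 4 were lower and 17 did not pass the test (2 higher and 5 lower when adjusted over the list alone). After quantile normalization 3 were higher and 2 lower. The medium neurofilament chain gene Nefm was higher, as was the light chain gene Nefl (adjusted p = 0.00805 from limma), whose intensity of 41.8 ± 13.8 in control and 96.14 ± 10.4 in Hira CKO mice (SD, n = 4 each) is dim, so that no fold change is given. The cytolinker gene Macf1 fell by 0.32 (standard error 0.07, adjusted p = 0.0256) and the dim lamin B1 gene Lmnb1 was lower (adjusted p = 0.0297), as were Dst and Evpl. The calls for Macf1 and Lmnb1 were lost after quantile normalization (adjusted p = 0.0612 and 0.279). The list did not shift as a whole (camera adjusted p = 0.96).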

Although *Des* gene expression was unaltered in the *Hira* CKO, expression of other intermediate filaments or intermediate-filament-associated proteins were affected, including downregulation of several genes linked to heart disease or developmental defects (Fig. S5). In particular, vinculin (*Vcl*) mutations can cause some of the same issues. In humans, *Vcl* mutations cause dilated cardiomyopathy type 1W, which, like the *Hira* CKO phenotype, is associated with impaired systolic function and hypertrophy (Maeda et al., 1997; Olson et al., 2002; Vasile et al., 2006). In mice, CKO of *Vcl* in cardiomyocytes results in dilated cardiomyopathy, but focal replacement fibrosis was not reported (Zemljic-Harpf et al., 2007). However, even a modest reduction in vinculin causes cardiomyocyte necrosis and increased susceptibility to stress-induced cardiomyopathy, likely owing to disruption in the linkage between the sarcolemma and the actin cytoskeleton (Zemljic-Harpf et al., 2014, 2004). Thus, like the *Hira* CKO, *Vcl* deficiency seems to cause structural instability of the cardiomyocyte sarcolemma.

In summary, loss of HIRA widely altered gene expression, leaving cardiomyocytes susceptible to cellular stresses. These defects gave rise to hypertrophy, compromised sarcolemmal integrity and impaired cardiac function. Eventual cardiomyocyte degeneration was resolved by focal replacement fibrosis. The results of this study illustrate the importance of HIRA-mediated chromatin remodeling and replication-independent chromatin assembly of histone variant H3.3 in cardiomyocyte homeostasis. Importantly, this work reveals cardiac pathways sensitized to derailment in individuals with 22q11.2 deletion syndrome.

## MATERIALS AND METHODS

### Animals

*Hira^tm1a(EUCOMM)Wtsi^* (knockout first gene trap) mice were obtained from the European Mouse Mutant Archive (EMMA, stock #EM:05901). *Rosa26^YFP/YFP^* and *αMyHC-cre^Tg/+^* mice were obtained from the Jackson Laboratory (stock #7903 and #11038, respectively). The *Hira^flox^* allele was generated by crossing *Hira^tm1a(EUCOMM)Wtsi^* to *Rosa26^FLP/FLP^* (Flipper) (Jackson Laboratory, stock #9086). *Hira^+/−^* mice were generated by crossing *Hira^flox/+^* to the maternal deleter *Tg(Sox-2-cre)* (Jackson Laboratory, stock #8454). Experimental animals were generated by crossing *αMyHC^cre/+^; Hira^flox/−^* mice to *Hira^flox/flox^; Rosa26^YFP/YFP^* mice. Controls were *αMyHC^cre/+^; Hira^flox^^/+^; Rosa26^YFP/+^. Hira* CKOs were *αMyHC^cre/+^; Hira^flox/−^; Rosa26^YFP/+^*.

The following primers were used for genotyping: Cre-F: 5′-GCCACCAGCCAGCTATCAACTC-3′, Cre-R: 5′-TTGCCCCTGTTTCACTATCCAG-3′, Hira-F: 5′-CCTTCCTCTGCTTTGTTTGTTC-3′, Hira-R2: 5′-CCACCGCACACAGTTCACAC-3′, Hira-R3: 5′-GCCAAGTGAGCACAGAAGATGG-3′. Hira-F/R2 identifies wild-type and flox alleles (691 bp and 783 bp, respectively). Hira-F/R3 identifies the null allele (587 bp). Mice were euthanized by CO_2_ inhalation followed by cervical dislocation or by bilateral thoracotomy following P-V loop experiments. All experimental procedures involving mice were approved by the Institutional Animal Care and Use Committee of the University of Houston.

### Tissue collections

Hearts from 6-week-old mice were dissected in PBS immediately after euthanasia and flushed clean of blood by aortic injection of PBS. For RNA or protein extraction, tissues were flash frozen in liquid nitrogen immediately after dissection and stored at −80°C. For immunofluorescence, EBD fluorescence, and TUNEL and NADH-TR staining, tissues were flash frozen in liquid-nitrogen-cooled isopentane and stored at −80°C for cryosectioning.

Tissues used for hematoxylin and eosin (H&E) and Masson's trichrome staining were those collected following P-V loop assays. Briefly, we retrograde-perfused the harvested adult mouse hearts through the aorta using a Langendorff perfusion apparatus with 10% formalin for 15 min and then immersion-fixed overnight with the same solution. Following fixation, tissues were dehydrated through an ethanol gradient and embedded in paraffin for histological sections.

### Histology and immunofluorescence

H&E and Masson's trichrome staining were performed by standard methods using 7-µm paraffin sections. Immunofluorescence was performed on 7-μm cryosections using antibodies for cardiac troponin T (Developmental Studies Hybridoma Bank, clone RV-C2), γ-H2A.X (Cell Signaling, cat. #9718), nitrotyrosine (Santa Cruz Biotech, cat. #sc-32757), smooth-muscle α-actin (Sigma, cat. #C6198) or β-MyHC (Developmental Studies Hybridoma Bank, clone A4.840). Sections were blocked and antibodies diluted using 1× Casein-10%-normal serum-PBST (10× Casein stock and normal serum were from Vector Laboratories, Burlingame, CA). Primary antibodies were incubated overnight at 4°C. Secondary antibodies were incubated for 1 h at room temperature. Slides were stained with DAPI during washing and coverslips mounted with VECTASHIELD HardSet mounting medium (Vector Laboratories).

### Minimum Feret diameter measurements

Cardiomyocyte minimum Feret diameter was calculated using the analyze particles tool of ImageJ software. Data from 15- and 25-day-old mice were derived from 20× composite (large scan) WGA-488 fluorescence images. In total, 126-427 cardiomyocytes were measured per animal depending on the image size (*n*≥5 animals/group). Data from 6-week-old mice were derived from individual 40× WGA-488 fluorescence images. A total of 33-181 cardiomyocytes were measured per animal depending on image size (*n*≥6 animals/group). Data from 6-month-old mice were derived from 20× composite (large scan) H&E images. In total, 115-457 cardiomyocytes were measured per animal depending on the image size (*n*≥5 animals/group).

### NADH-TR staining

Cryosections (7 μm) were stained for NADH-TR by standard methods. The oxidative reaction was performed for 15 min at room temperature.

### BrdU and TUNEL assays

To assay cell proliferation, mice were injected with 10 µl/g body weight BrdU labeling reagent (Invitrogen, cat. #00-0103) 4 h before sacrifice. Immunofluorescence was performed as described above with anti-BrdU monoclonal antibodies (Developmental Studies Hybridoma Bank, clone G3G4). Apoptosis was assayed using the Click-iT^®^ Plus TUNEL Assay kit (Life Technologies, cat #C10618) according to the manufacturer's instructions.

### EBD uptake assay

Mice were given EBD (5 μl of 1% solution in PBS/g body weight) by intraperitoneal (IP) injection and sacrificed 18 h later for tissue collection. EBD staining was viewed as far-red fluorescence in 10-μm cryosections.

### Microscopy

Brightfield and epifluorescence images of tissue sections were obtained using a Nikon Ti-E inverted microscope equipped with a DS-Fi1 5-megapixel color camera (Nikon Instruments), a CoolSNAP HQ2 14-bit monochrome camera (Photometrics, Tucson, AZ) and NIS Elements software v4.13 (Nikon Instruments). Stereoimages (brightfield and fluorescence) were captured with a Leica MZ10F stereomicroscope and the extended depth-of-focus feature of LAS v3.7 software (Leica Microsystems, Wetzlar, Germany).

### Western blotting

Protein samples for western blot assays were extracted from snap-frozen ventricular tissues by homogenization in tissue protein extraction reagent (T-PER) buffer (Life Technologies, Carlsbad, CA) supplemented with 1 mM phenylmethanesulfonyl fluoride (PMSF), 1 mM NaVO_4_, 10 mM NaF, 1 mM sodium pyrophosphate and 1× cOmplete protease inhibitors (Roche, cat. #4693116001) (20 ml buffer/g of tissue). The suspension was centrifuged at 10,000 ***g*** for 5 min and the supernatant collected. Protein concentrations were measured by Bradford assay (Bio-Rad Protein Assay, Bio-Rad Laboratories, Hercules, CA) following standard methods. 30 μg of protein was solubilized in Laemmli buffer, heated at 90°C for 5 min and separated by 4-20% SDS-PAGE (Mini Protean II System, Bio-Rad Laboratories). Proteins were transferred onto 0.2-μm nitrocellulose membranes (Bio-Rad Laboratories). Membranes were blocked with 5% nonfat milk-TBST for 1 h at room temperature. Primary antibodies recognizing MnSOD (Santa Cruz Biotech, cat #sc-30080) or β-actin (Santa Cruz Biotech, cat #sc-1616) were diluted in 2.5% nonfat milk-TBST. Primary antibodies were incubated with the membrane overnight at 4°C, washed with TBST, and then incubated with the appropriate horseradish-peroxidase-conjugated secondary antibody for 1 h at room temperature. Membranes were washed again, and visualized by chemiluminescence using SuperSignal West Pico Chemiluminescent Substrate (Thermo Scientific, Rockford, IL).

### ROS accumulation assay

Snap-frozen ventricular tissues were homogenized in 50 mM phosphate buffer (pH 7.2) containing 1 mM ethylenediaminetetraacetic acid (EDTA), phosphatase inhibitors and protease inhibitors. Homogenates were centrifuged at 900 ***g*** for 15 min at 4°C. Supernatants were collected and centrifuged again at 16,000 ***g*** for 15 min at 4°C. The resulting supernatants were used for the assay. Protein concentrations were determined by Bradford assay. 25 μg of extract was diluted in the same buffer used for homogenization containing a final concentration of 25 μM 2,7-dichlorodihydrofluorescein diacetate (Cayman Chemical, cat. #85155). Samples were incubated for 30 min at 37°C. Fluorescence (excitation 485 nm, emission 530 nm) was measured using a SpectraMax M5 plate reader (Molecular Devices, Sunnyvale, CA).

### Real-time PCR

Total RNA for qPCR was extracted using TRIzol reagent according to the manufacturer's protocol (Life Technologies, Carlsbad, CA). Relative mRNA levels were measured using TaqMan gene expression assays with 6-carboxyfluorescein (FAM)-labeled probes. Primer probe sets were: Mm01319006_g1 for *Myh7* (Life Technologies) and custom oligos for *Myh6* (Myh6-F: 5′-GCTGACAGATCGGGAGAATCAG-3′, Myh6-R: 5′-TGCAATGCTGGCAAAGTACTG-3′, Myh6-Probe: 5′-TCCTGATCACCGGAGAATCCGGAG-3′) and *Gapdh* (Gapdh-F: 5′-ACTGGCATGGCCTTCCG-3′, Gapdh-R: 5′-CAGGCGGCACGTCAGATC-3′, Gapdh-Probe: 5′-TTCCTACCCCCAATGTGTCCGTCGT-3′) (Biosearch Technologies, Petaluma, CA). *Gapdh* mRNA expression levels were used for normalization. The PCR was run using an ABI Prism 7900HT thermocycler and SDS2.1 software (Applied Biosystems). Data were analyzed by the comparative ΔΔCT method.

### Microarrays

Total RNA for microarray analysis was extracted from non-scarred free-wall left-ventricular tissues of both control and *Hira* CKO mice (*n*=4 mice per group) using TRIzol reagent (Life Technologies) according to the manufacturer's instructions. Each sample was hybridized to triplicate arrays. Gene expression profiling and data analysis was performed using the MouseOne Array Plus v2.1 service from Phalanx Biotech (Palo Alto, CA). Raw intensity data was normalized using the median scaling normalization method. Standard selection criteria to identify differentially expressed genes were as follows: (1) log2 fold change ≥1 and *P*<0.05 or (2) log2 fold change not available and the absolute intensity difference between the two samples ≥1000. Cluster analysis was performed on a subset of differentially expressed genes. An intensity filter was used to select differentially expressed genes where the difference between the maximum and minimum intensity values exceeded 700 among all microarrays. This yielded 275 genes. 

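From the values used here, 227 genes past the thresholds had an intensity range over 700 among the arrays. On these genes the first principal component of the 8 mice held 84.5% of the variance, with control mice between −16.1 and −13.2 and Hira CKO mice between 12.3 and 16.5 (2-sided exact permutation test, p = 0.0286). That of the 24 arrays held 75.4%, with control arrays between −17 and −12.1 and Hira CKO arrays between 10.5 and 16.6. Clustering of either put 0 mice and 0 arrays outside the cluster of their own group. Since the genes were chosen for their difference between the groups, a separation on them is built in and does not test the grouping.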

An unsupervised hierarchical clustering analysis on these 275 genes revealed the correlation of expression profiles between samples and treatment conditions. PCA was also performed on this subset of genes to evaluate any differences among biological replicates and their treatment conditions. Gene ontology (GO) analyses were performed using DAVID (https://david.ncifcrf.gov/). Enriched GO terms were ranked by *P*-value. The dataset was deposited to the NCBI Gene Expression Omnibus (GEO) database under series accession number GSE71833 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71833).

### P-V loop measurements

*In vivo* left ventricular P-V loops were measured as previously described (Pacher et al., 2008). Mice were anesthetized with isoflurane (1.5% to 2% isoflurane mixed with 100% oxygen). Briefly, a pressure-conductance catheter (PVR-1045; Millar Instruments) was inserted into the left ventricle through the right carotid artery. Steady-state P-V loops were recorded at baseline and during inferior vena cava (IVC) occlusions to cause a progressive fall in preload. Catheter calibrations were performed using the hypertonic saline and heparinized blood cuvette calibration method.

### Statistical analyses

For experiments with more than two experimental groups, quantitative data were subjected to one-way analysis of variance (ANOVA) using MedCalc v14.12.0 software (MedCalc Software bvba, Belgium). If the ANOVA was positive (*P*<0.05), a post-hoc Student–Newman–Keuls test was performed for pairwise comparison of subgroups. For studies with two experimental groups, an independent samples Student's *t*-test was performed. A *P*-value of <0.05 was considered significant for all tests.

How the deposited data were processed for this re-analysis (not part of the article)

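Gene expression was measured in left ventricular free wall of 4 control and 4 Hira CKO mice at 6 weeks of age, on 3 single-colour MouseOne Array Plus arrays per mouse, 24 arrays in all. The authors deposited 1 table of linear probe intensity values for all arrays, after median scaling, so that each array has a median intensity of 513.2. Values below 0 show that a background had been subtracted, and the method is not given in the sources used here. The image analysis software is not given in the sources used here. The sample labels name the dye differently in different fields, which does not bear on single-colour values. The table pairs array columns with mouse numbers and array numbers, and every array was mapped through the labels.

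Values under 1, between 0 and 2535 of the 26423 probes of an array, were raised to 1 before log2. A single gene symbol was held by 20377 probes and 6046 had none. Symbols were brought up to date with the RefSeq gene table of the GRCm38 assembly, where 18213 were official symbols, 2126 were synonyms of 1 gene and 38 matched several genes and were kept as given. They stand for 17742 genes, of which 2278 have more than 1 probe, and the probe with the highest mean over the 8 mice was used. Log2 values of the 3 arrays of a mouse were averaged, since the mouse is the replicate.

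Hira CKO was compared with control in limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05 on the adjusted p. The thresholds of the methods, an absolute log2 fold change of at least 1 and an unadjusted p under 0.05, were counted on the same fit. The methods do not name the test for the arrays, and the statistics section names Student's t-test for comparisons of 2 groups, which was run as an alternative. Of 55 gene lists, 52 had at least 5 measured members and were tested with camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation and with fry. Fry does not compare a list with the other genes, so a fall common to all genes can enter it. Among lists that camera did not call, fry gave an adjusted p of 0.0062 for endothelial markers, 0.0174 for the dystrophin complex and 0.0338 for cardiac ion channels. Other fry values are not given here. Lists that the study chose on these arrays, and lists of markers of other cell types of the ventricle, were included. Genes were named by rule: every gene the paper names for the arrays, the 12 largest rises and 12 largest falls among called genes whose groups did not overlap (predicted genes left out), and up to 4 called members of each list with the smallest p, or the 2 with the smallest p where none was called. Members named beyond this rule, without a value, were chosen after their values were seen. Principal components and hierarchical clustering were computed on log2 values of mice and of arrays.

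The fit was tested on simulated data for 4 mice against 4 over the 17742 genes, with seeded changes. It recovered 44.8% of genes changed 1.5-fold, 77.6% of those changed 2-fold and 92.4% of those changed 4-fold, and 13 of the 156 genes it called had not been changed. A simulated shift of the DNA repair list by −0.3 was called and 0 unmoved lists were called. The simulated values of each gene were drawn independently of the other genes. The 0 unmoved lists therefore do not show how often camera calls lists when genes vary together.

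The alternatives were quantile and cyclic loess normalization, an offset of 50, dim probes left out, the mean of all probes of a gene, every probe tested, an intensity trend with a robust prior, the methods' t-test on mice and on arrays, the mouse as a random block, array numbers or neighbouring mouse numbers as a block, each mouse and each array number left out, and adjusted p thresholds of 0.01 and 0.10. Genotype was not checked on these arrays, the sex of the mice is not in the labels and was not inferred, and genes without a named probe, the paper's supplementary gene lists and its gene ontology analysis were not analysed here. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for gene names and plots.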

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

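The tests of the excess of lower genes and of the natriuretic peptide genes, and the test of spots that give signal on some arrays only, were chosen only after the result was seen.

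The paper's supplementary heat maps were not examined here. Its main text does not name the 12 genes with the largest rises among called genes with all 4 Hira CKO mice above all 4 control mice, predicted genes left out. Their log2 fold changes were 6.54 for Psca, 5.44 for Tchhl1, 5.06 for Nefm, 4.86 for Tnnt1, 4.66 for Cdh16, 4.03 for Dlx5, 3.77 for Spp1, 3.15 for Slc44a3, 3.05 for AI593442, 2.94 for Ppp1r3g, 2.84 for Lars and 2.78 for Rhbdl1. Tchhl1 had intensities of 29500 and 31900 in Hira CKO mice 6300 and 6499 but 3040 and 2051 in mice 6672 and 6707.

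In 22 of 360 groups of 4 mice 1 mouse lay far from the other mice for a named gene, about the 5% that chance gives. In control mice the log2 intensity was highest in mouse 6299 for Nefm (7.40) and Tchhl1 (8.46), in mouse 6497 for Adra1b (9.52), Tnnc2 (8.66) and H2aj (12.99), and in mouse 6706 for Tmsb4x (6.71), Mrps7 (15.09) and Ctnna1 (16.96). It was lowest in mouse 6706 for Igf1 (10.34) and Rps3a1 (5.89), in mouse 6497 for Gpnmb (7.74) and Tcap (17.16), in mouse 6299 for Ctnna3 (8.86), Zfpm2 (12.78) and Epb42 (4.25), and in mouse 6675 for Fau (12.85). In Hira CKO mice it was highest in mouse 6300 for Scn4a (6.31), in mouse 6499 for Derl1 (7.67) and in mouse 6707 for Tnnc2 (7.44) and Hand2 (13.02), and lowest in mouse 6707 for Lmod3 (14.05) and in mouse 6499 for Casp2 (12.01).

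Called genes were lower more often than higher in Hira CKO mice, 1712 against 876. After quantile normalization 56.1% of the called genes were higher, and 730 of the lower genes were among the dimmest 4436. Both values go with the lower dim end of the Hira CKO arrays after background subtraction and scaling. They go equally with a real fall of dim genes, which quantile normalization would also remove, so they cannot tell the 2 apart. The median log2 fold change of these dimmest genes went from −0.462 to −0.0125 with it. The lower genes also exceeded the higher among the brightest 4436, 383 against 210. The share of higher genes was 31.8% with an offset of 50, 33% with probes at the floor left out and 44.7% with dim probes left out. Whether a background effect at the dim end is the cause, in whole or in part, stays open. Whether transcription fell in general cannot be told apart from no change, because the authors' scaling gives every array a median intensity of 513.2, which makes the test void. For the number of called genes, the real division of the mice, with 2588, was the highest of 35, and the next highest was 160. The real division was also the highest after quantile normalization, with 2303 against 1, and at the thresholds of the methods, with 868 against 701. This argues against a chance division but does not exclude it, since the first rank is 1 of only 35. The other divisions also mix mice of both groups, so a real difference adds to their spread.

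The rise of Nppa and Nppb stood in every Hira CKO mouse. A normalization that lifts bright probes as a whole is argued against by the median log2 fold change of the brightest 4436 genes, −0.0856. These genes start at an intensity of 5000, so their median does not test a lift confined to the very brightest. The 14 measured cardiomyocyte markers, with a median intensity of 237000, had a median log2 fold change of 0.0527, with 10 higher and 4 lower means. Nppa rose by 1.74. Of the atrial transcripts Myl4, Myl7 and Sln, Sln alone has a named probe, and its log2 fold change of 1.19 has a standard error of 1.16. Sln was 7.04 on the log2 scale in Hira CKO mouse 6499 and 8.57 in mouse 6672, within the control range of 7.03 to 10.62. Nppa in these mice was 18.39 and 18.52. In mice 6300 and 6707 Sln was 12.32 and 10.76, above that range, and Nppa was 18.42 and 18.48. Control mouse 6675 had the highest control Sln, 10.62, and the lowest Nppa, 16.35. On this 1 gene, the values argue against atrial tissue in the dissected wall as the cause of the Nppa rise in mice 6499 and 6672. A part of it in mice 6300 and 6707 stays open. Of 15 measured atrial markers, which include Nppa, 6 had higher and 9 lower means. Their median log2 fold change was −0.20 (camera adjusted p = 0.463). A fetal gene response to loss of HIRA, as the paper proposes, also stays open on these arrays alone. The paper's other evidence for it was not examined here. That evidence is staining of cardiomyocytes for smooth-muscle α-actin and β-MyHC, and real-time PCR of Myh6 and Myh7. For the fetal genes of Fig. 5O 1 of 35 divisions of the mice, the real one, gave as small a p (4.55e-09, with 6.92e-07 the smallest other), which says nothing on chance because the study chose these genes on the same arrays.

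In 1318 genes the 3 arrays of some mouse differed over 16-fold, and 165 of these were called lower and 7 higher. With an offset of 50, 2.35% still differed over 16-fold, as values near background would give. The offset also brings under 16-fold a difference that runs from background to moderate intensity. The share therefore does not show that all arrays of these genes were near background. Of the remaining 31 genes, 19 differed so in a control and 14 in a Hira CKO mouse. Some, such as Top2b and Dusp18, gave signal on some arrays only. Others had no clear signal in either group, such as Mapk3, with mean intensities of 16.2 in control and −3.63 in Hira CKO mice. A630001O12Rik, 1 of the 2 called lower, had 18.4 and −3.94. Values near background are not excluded for such genes, and how many of the 31 each explanation covers was not counted. Top2b was called higher, but its groups overlap and most of its control arrays were at background, so it is not ranked among the largest rises and no fold change is given. It gave over 1000 on 10 of 12 Hira CKO arrays and 1 of 12 control arrays and at most 87.4 on the others, and Dusp18 on 3 control arrays. No biological explanation was tested, and of the 31 genes 1 was called higher and 2 lower.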

How the results depend on the processing

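The median of arrays, the floor left out, the aligned dim end and the arrays with over 1000 values under 1 left out were chosen after seeing the data. All 10 measured fetal genes of Fig. 5O had a higher mean in Hira CKO under the alternatives in which they were counted (all but the test of every probe), except 9 of 9 with dim probes left out and 9 of 10 with the mean of all probes of a gene. Of the alternatives for 182 named genes, 4049 kept their side of the threshold, 563 lost the call, 67 gained it and 1 reversed a called value. The 4049 include 13 in which the sign of a gene that was not called turned. For 52 lists 1323 kept their side, 56 lost the call, 21 gained it and 0 reversed a called shift. The 1323 include 150 in which the direction of a list that was not called turned, in 22 lists. Beyond what is stated here, the cause was not tested.

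The share of called genes that were higher, 33.9%, passed 50% with quantile normalization (56.1%, 1010 lower), cyclic loess (59.4%, 866 lower), the dim end of each array aligned (54.8%, 1080 lower) and an adjusted p under 0.01 (52.1%, 283 higher and 260 lower). It was 27.7% at an adjusted p under 0.10 (1422 and 3718), 31.8% with an offset of 50, 44.7% with dim probes left out (1034 lower), 31.7% with the mean of all probes of a gene, 30.8% over every probe, 37.3% with a trend and robust prior, 41.1% with the methods' t-test on mice (985 lower), 36.5% with the median of arrays and 38.3% without the arrays with over 1000 values under 1 (1119 lower). The t-test on arrays, which counts technical replicates as independent, called 2215 higher and 4397 lower, and the mouse as a random block 1454 higher (37.6%).

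The 687 genes lower at the thresholds of the methods became 109 with quantile normalization, 113 with cyclic loess, 102 with an offset of 50, 102 with the dim end aligned, 81 with dim probes left out (112 higher), 170 with probes at the floor left out, 370 with the median of arrays, 185 with the mouse as a random block and 1465 over every probe. Of the fetal genes 8 were called with the t-test on arrays and with the random block.

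Lists that shifted, 7 higher and 2 lower, became 2 and 0 with an estimated correlation. Fewer were higher (4) with cyclic loess, dim probes left out, the t-test on arrays or the floor left out, and 5 were lower with quantile normalization, 7 with the dim end aligned, and 1 with the mean of all probes and without the arrays with over 1000 values under 1. Of 35 divisions of the mice 17 shifted as many lists as the real one (9, with 23 the highest other), so chance cannot be excluded for the number of lists.

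With array number as replicate block 1415 genes were higher (38%), 186 lower at the thresholds and 8 fetal genes called. Arrays of the same number in the 2 groups had deviations correlated at r = −0.704, 0.224 and −0.699, each below the highest with another number (0.744, 0.431 and 0.646), and are not taken to be pairs. For control mice 6706, 6299, 6675 and 6497, deviations correlated with those of the Hira CKO mouse of the nearest number at r = 0.236, −0.0213, 0.0377 and 0.252. The highest with another Hira CKO mouse was 0.0689, 0.109, 0.0626 and 0.186. The neighbour was thus ahead for mice 6706 and 6497 and behind for 6299 and 6675, so a pairing of mice is neither shown nor excluded. The main fit has no pairs, and neighbouring mice as a block gave 29.7% higher. Without array number 1 the share was 31.9%, with 1274 lower at the thresholds and 0 lists lower. Without array number 2 it was 40.9% (977 lower), and without array number 3 44.6% (479 higher, 595 lower), with 132 lower at the thresholds and 6 lists lower.

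With 1 mouse left out, 434 to 917 genes were higher, 503 to 3569 lower and 20.4% to 46.3% higher, 330 to 1256 lower at the thresholds, 3 to 5 fetal genes called, and 5 to 8 lists higher and 0 to 2 lower. Fewer genes were called without control mice 6706 (513 higher, 782 lower), 6299 (501, 772), 6675 (434, 503; 3 fetal genes) and 6497 (808 lower, 0 lists lower) and Hira CKO mice 6499 (833 lower), 6672 (561, 851; 330 at the thresholds) and 6707 (569, 922). Without Hira CKO mouse 6300 there were 3569 lower, 1256 at the thresholds and 0 lists lower. Med22 reversed to −0.0236 with the mean of its 3 probes.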

Differences from the paper's values

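No test here was chosen to explain a difference, and the aligned dim end, the median of arrays and the floor left out were chosen after seeing the values.

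The paper states 128 downregulated genes, and 687 were lower here at the thresholds of the methods. Of the alternatives set before the data were examined, quantile normalization (109), cyclic loess normalization (113), an offset of 50 (102), the mouse as a random block (185), array number as replicate block (186) and leaving out array number 3 (132) come within 1.5 times of the paper's count. Those that do not are dim probes left out (81), the mean of all probes (708), every probe tested (1465), the trend and robust prior (636), the methods' t-test on mice (490) and on arrays (487), neighbouring mice as a block (622), leaving out array number 1 (1274) or 2 (608), and leaving out 1 mouse (330 to 1256). The paper's 269 upregulated genes and its 275 genes for clustering are within 1.5 times of the 181 and 227 found here. The upregulated count was not within it under other settings, among them an offset of 50 (151), dim probes left out (112) and the methods' t-test on mice (176). The 275 and the 227 were drawn from unlike sets, since 687 of the genes past the thresholds here were lower against the paper's 128. The paper's count of downregulated genes is also reached by the aligned dim end (102) and the floor left out (170), both chosen after seeing the values. How many of the paper's called genes each drops was not counted, because its list of genes was not used here.

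The paper states that more genes were upregulated than downregulated. Here 876 were higher and 1712 lower at the adjusted p, and 181 and 687 at the thresholds. More genes were higher at the thresholds with quantile normalization (211 and 109), cyclic loess normalization (222 and 113), an offset of 50 (151 and 102), dim probes left out (112 and 81) and without array number 3 (185 and 132), and, chosen after seeing the values, with the aligned dim end (196 and 102) and the floor left out (176 and 170).

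The paper gives Pkp2, Dst and Jup as upregulated. All 3 had lower means here, with log2 fold changes of −0.43, −0.47 and −0.39. It gives Pkp1, Dsg1a, Pkp4, Vcl, Gja1 and Ctnna1 as downregulated, and all 6 had higher means here, with log2 fold changes of 0.45, 0.27, 0.10, 0.14, 0.43 and 0.24. No setting that was run turned the direction of these 9 genes. The genes of Fig. 5O ran the way the paper gives them, with all 10 measured genes higher, as did the 9 measured striated muscle genes it gives as downregulated, all lower. For DNA repair genes the paper's larger number downregulated has the direction found here, 133 lower and 54 higher by mean, on another list of genes. The median of this list, −0.09, is less negative than that of all genes, −0.14, and the list did not shift against the other genes. After quantile normalization 11 of its genes were lower and 10 higher. The medians were then −0.05 for the list and −0.01 for all genes, and the list still did not shift (camera adjusted p = 0.322).

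The paper gives Tbx2 as upregulated and Zfpm2, Hand2, Taz, Mef2d, Chd7, Ttn and Tcap as downregulated, and none of these passed the adjusted threshold here. Taz is the symbol of tafazzin in the annotation used here, and the paper's Taz can also stand for Wwtr1, which had a log2 fold change of 0.04 (adjusted p = 0.771 from limma). At an unadjusted p under 0.05, Tbx2 was higher and 6 of the 9 striated muscle genes were lower. Tbx2 was called with quantile normalization (0.45, adjusted p = 0.045) and cyclic loess normalization (0.46, adjusted p = 0.0405) and with the aligned dim end, chosen after seeing the values (0.45, adjusted p = 0.026). The t-test on arrays called all 8, but it counts the 3 arrays of a mouse as independent, which they are not, so its p-values can be too small. The methods do not state that arrays were tested this way. The mouse as a random block and the array number as replicate block called Hand2, Taz, Mef2d and Tcap, neighbouring mice as a block called Tcap, the methods' t-test on mice called Ttn, and Hand2 was called without Hira CKO mouse 6707 (−0.85, adjusted p = 0.0306).

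Fig. 5O shows its fetal genes as upregulated at a p under 0.05. At an unadjusted p under 0.05, 6 of the 10 measured genes were higher here, and Acta1, Cacna1g, Vcan and Ezr were not. Acta1 and Cacna1g passed the adjusted threshold with the t-test on arrays, the mouse as a random block and the array number as replicate block. The t-test on arrays, which counts technical replicates as independent, reached 9 of the 10 at an unadjusted p.

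The paper refers to increased genes of the TGFβ pathway. Of 54 measured genes here 7 were higher and 7 lower, and Tgfb3 (0.99) and Fst (1.82) were among those higher.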

Other observations

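The tests reported here were planned, and which values after quantile normalization stand beside the lists was chosen only after the result was seen.

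Of 39 measured genes of fatty acid oxidation, the main fuel use of adult heart, 10 were lower in Hira CKO hearts, 1 was higher and 28 did not pass the test (18 lower and 2 higher when adjusted over the list alone). Decr1, an enzyme for unsaturated fatty acids, fell by 0.75 on the log2 scale (adjusted p = 0.00466 from limma), the mitochondrial carnitine carrier gene Slc25a20 by 0.92 (adjusted p = 0.00691) and the fatty acid transporter gene Cd36 by 0.59 (adjusted p = 0.0158). By mean alone 34 were lower and 5 higher. Camera gave an adjusted p of 0.0281, with adjusted p = 0.963 with an estimated correlation, and 11 of the 35 ways to divide the mice gave as small a p. After quantile normalization 11 were lower and 2 higher, and camera with the preset correlation gave an adjusted p of 0.000186. Of 65 measured genes of oxidative phosphorylation 7 were lower and 0 were higher (52 lower and 13 higher by mean), among them Ndufb11, which fell by 1.34, Ndufs3 by 1.16, Ndufb10 by 0.75 and Sdhb by 0.52. Camera gave an adjusted p of 0.516 for the list, adjusted p = 0.967 with an estimated correlation, and 0.00498 after quantile normalization, where no estimated correlation was run. Glycolysis genes had 3 of 24 higher, Pdk1, Slc16a3 and Aldoc with rises of 0.66, 0.78 and 0.40, and 0 lower (camera adjusted p = 0.164).

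Of 30 measured genes of the dystrophin complex and sarcolemma repair 7 were lower and 0 higher (10 lower when adjusted over the list alone, camera adjusted p = 0.269, adjusted p = 0.963 with an estimated correlation, and 0.0342 after quantile normalization with the preset correlation). Capn3, a muscle calpain gene, fell by 1.98, Lama2, a laminin chain gene, by 0.98, Sgca, which encodes α-sarcoglycan, by 0.96 and Pomt1 by 0.70, and Dmd, Sgcb and Ahnak were lower too. Of 26 cardiac ion channel genes 5 were lower and 2 higher (camera adjusted p = 0.667), and of 32 calcium handling genes 5 were lower, with Cacna1c falling by 0.50 and Asph by 0.54, and 1 was higher, S100a1 with a rise of 0.66 (camera adjusted p = 0.815).

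Of 31 macrophage and myeloid markers 4 were higher and 0 lower, the dim S100a8, Gpnmb with a rise of 1.87, Ccr2 with 1.14 and Cd68 with 0.70 (camera adjusted p = 0.0636). Of 17 Schwann and neuronal markers 3 were higher, Nefm, Nefl and Mbp, and 1 lower, Dbh with a fall of 1.11 (camera adjusted p = 0.0293, adjusted p = 0.458 with an estimated correlation, and 0.14 after quantile normalization, where 6 were higher and 1 lower). The probe of Mbp used here had a log2 fold change of 0.89 and its other probe one of −0.34. Of 16 epicardial and mesothelial markers 3 were lower, Upk3b by 1.02, Muc16 by 0.84 and Upk1b by 0.63 (camera adjusted p = 0.164, adjusted p = 0.925 with an estimated correlation, and 0.0342 after quantile normalization with the preset correlation). Of 26 endothelial markers 0 were called in limma at the adjusted p, with 24 of 26 lower by mean (camera adjusted p = 0.459). Among 14 cardiomyocyte markers Csrp3 was the 1 lower (0.315), and of 15 atrial markers 3 were higher and 1 lower (0.463). Conduction markers had 2 of 17 higher, Scn10a with a rise of 2.40 and Rgs6, and 2 lower (0.667, with 3 and 1 after quantile normalization). Skeletal muscle markers had 2 of 8 lower (0.493), adipocyte markers 1 of 16 higher, Thrsp with a rise of 2.54, and 2 lower (0.952). Lymphocyte markers had 1 of 19 lower and 0 higher (0.358, with 0 lower, 1 higher and a camera adjusted p of 0.0457 after quantile normalization) and erythroid genes 0 of 5 called (0.95).

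In p53 target and senescence genes Cdkn2b rose by 1.55 and Perp by 1.24, 2 of 34, with 0 lower (camera adjusted p = 0.164). Of 20 histone genes H1f2 and H2aj were higher, with rises of 0.59 and 0.47 at their brightest probes (0.144), and the other probe of H2aj had a log2 fold change of −0.38. Hypertrophy and calcineurin signalling had 4 of 53 higher, among them Igf1 with 0.84 and Agtr1a with 0.81, and 4 lower (0.815). After quantile normalization 5 were higher and 3 lower. Apoptosis genes had 2 of 34 higher and 3 lower (0.95). Autophagy and ubiquitin ligase genes had 1 of 33 higher and 3 lower (0.895, with 1 and 1 after quantile normalization), and mitochondrial ribosomal proteins 1 of 67 higher and 5 lower (0.95). For the last list 0 were higher and 2 lower when adjusted over the list alone, and 2 and 2 after quantile normalization. Interferon response genes had 2 of 35 higher (0.412), immediate early genes 1 of 31 lower and 0 higher (0.667, with 0 lower and 1 higher after quantile normalization) and circadian genes 0 of 19 called (0.493). Adult cardiac genes that fall in heart failure had 1 of 16 lower, Kcnd3 (0.952). Of 19 neighbours of Hira on its chromosome Gnb1l was higher, with a rise of 0.53, and Tango2 and Dgcr2 were lower, with falls of 0.66 and 0.45 (0.95). Of 7 sex-linked genes Xist was lower (log2 fold change −0.82, adjusted p = 0.0187 from limma) and the Y-linked gene Kdm5d was higher (0.37, adjusted p = 0.0344), with a camera adjusted p of 0.82 for the list. The sex of the mice is not given in the sources used here, and a difference in sex between the groups stays open, as untested.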
